# Release of extraction-resistant mRNA in stationary phase *Saccharomyces cerevisiae *produces a massive increase in transcript abundance in response to stress

**DOI:** 10.1186/gb-2006-7-2-r9

**Published:** 2006-02-08

**Authors:** Anthony D Aragon, Gabriel A Quiñones, Edward V Thomas, Sushmita Roy, Margaret Werner-Washburne

## Abstract

**Background:**

As carbon sources are exhausted, *Saccharomyces cerevisiae *cells exhibit reduced metabolic activity and cultures enter the stationary phase. We asked whether cells in stationary phase cultures respond to additional stress at the level of transcript abundance.

**Results:**

Microarrays were used to quantify changes in transcript abundance in cells from stationary phase cultures in response to stress. More than 800 mRNAs increased in abundance by one minute after oxidative stress. A significant number of these mRNAs encode proteins involved in stress responses. We tested whether mRNA increases were due to new transcription, rapid poly-adenylation of message (which would not be detected by microarrays), or potential release of mature mRNA present in the cell but resistant to extraction during RNA isolation. Examination of the response to oxidative stress in an RNA polymerase II mutant, *rpb1-1*, suggested that new transcription was not required. Quantitative RT-PCR analysis of a subset of these transcripts further suggested that the transcripts present in isolated total RNA from stationary phase cultures were polyadenylated. In contrast, over 2,000 transcripts increased after protease treatment of cell-free lysates from stationary phase but not exponentially growing cultures. Different subsets of transcripts were released by oxidative stress and temperature upshift, suggesting that mRNA release is stress-specific.

**Conclusions:**

Cells in stationary phase cultures contain a large number of extraction-resistant mRNAs in a protease-labile, rapidly releasable form. The transcript release appears to be stress-specific. We hypothesize that these transcripts are associated with P-bodies.

## Abstract 2

A rapid transcript increase due to the release of extraction-resistant mRNAs from yeast cells in response to stress is described.

## Background

Quiescence is the most common state of cells on earth [1] and mechanisms for entry into, survival during, and exit from this state are thus likely to be highly conserved. In many cases the signal for quiescence has been identified for both eukaryotes and prokaryotes. For example, in microbes, quiescence is induced in response to various environmental signals. For *Saccharomyces cerevisiae*, the primary signal appears to be carbon starvation [1,2], although other nutrient limitations have been shown to induce a somewhat similar cellular arrest [3]. In more complex eukaryotes, the quiescent state is regulated by hormones and growth regulators and is important both in health, for example, for wound healing and the longevity of cells such as neurons [4] and oocytes [5], and in disease, such as cancer [6] and tuberculosis [7]. Thus, for all organisms, including prokaryotes, the ability to enter, survive in, and exit this state quickly and efficiently provides a selective advantage over evolutionary time [8] and is highly regulated [1].

*S. cerevisiae *cells entering the quiescent state undergo physiological and morphological changes that allow them to survive for long periods of time without added nutrients and passively resist environmental stresses [1,2]. Cells in stationary phase cultures accumulate glycogen and trehalose, develop a thickened cell wall, and become resistant to stresses such as increased temperature and oxidative stress [1,2]. Resistance to temperature stresses can be at least partially explained by the induction of *HSP104 *[9] and to oxidative stress by the accumulation of catalase [10], superoxide dismutase [11] and glutathione [12] soon after the diauxic shift. However, it was not known whether cells in stationary phase cultures could alter transcript abundance in response to additional stress.

Oxidative stress is one of the major stresses encountered by quiescent cells and many genes required for survival in stationary phase encode proteins, such as glutathione transferase and catalase, required for protection from oxidative stress [13]. In the absence of protection from oxidative stress, every type of macromolecule in the cell can be damaged [13]. Paradoxically, mitochondrial activity, which produces free radicals, is essential for survival in stationary phase [14]. Thus, the stress resistance that develops in cells as cultures enter stationary phase must be enough to protect the cell from typical levels of oxidative stress. However, the sensitivity of cells to oxidative stress, the requirement for mitochondrial function, and the reduced rates of transcription [15] and translation [16] in stationary phase that would make a rapid response difficult, might put cells in stationary phase cultures in a precarious position if they were to experience additional stress.

In this study, menadione (2-methyl-1,4-naphthoquinone) was used to generate oxidative stress. Menadione causes oxidative stress through two mechanisms. First, it increases oxidation of NADH and NADPH, resulting in the production of reactive oxygen species (ROS) through redox-cycling [17], which can lead to damage of DNA and other macromolecules [13]. Second, menadione conjugates with the free radical-scavenger glutathione, effectively reducing its concentration [18]. Both maintenance of redox potential and glutathione are known to be essential for survival in stationary phase [14].

In this study we wanted to determine whether cells in stationary phase cultures had an active response to oxidative and temperature stress at the level of changing transcript abundance. Microarray analysis of mRNA isolated from menadione-stressed cells revealed an increase in transcript abundance within one minute of exposure. This response did not require new transcription or poly-adenylation of transcripts. Instead, the full-length mRNAs involved in this response were present in the cell in extraction-resistant, protease-labile complexes. Differences between transcripts released in response to oxidative and temperature stress and after protease treatment further suggested that subsets of transcripts are released in a stress-specific manner.

## Results

### Stationary phase mRNAs exhibit four patterns of response to oxidative stress

To determine whether cells in stationary phase cultures could respond to stress by changes in transcript abundance, cells were harvested at 30 minute time intervals after the addition of 50 μM menadione (final concentration). 

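RNA from this course was hybridized to spotted 70-mer oligonucleotide arrays, with the sample in Cy5 and a common reference of stationary and exponential RNA in Cy3. The 38 arrays are 6 of T0 cells and 2 at each of the 16 times from 0.5 to 8 h. The sample labels give the hours but do not name the treatment of these arrays, which is taken from the paper's description of its courses, the T0 samples of this set and Fig. 1. The deposited values are linear ratios of Cy5 to Cy3 after background subtraction, and 0.75 to 6.8% of the values of an array were at or below 0 and were treated as missing. An array held 4219 to 5960 usable values (median 5009), and T0 arrays held 4277 to 5515 (median 4823).

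Ratios were converted to log2 and probes of the same gene were averaged. Genes with a value in at least 80% of the arrays were tested with limma, as a mean for each time, and a gene was called at an adjusted p under 0.05 and at least a 2-fold change. The level of whole arrays differed widely: the median log2 ratio of the T0 arrays ran from -1.59 to 0.55, and their spread between arrays had a median SD of 0.803 over 2769 genes, or 0.443 once each array was centred on its median. The methods state a normalization to added Arabidopsis RNA within each slide, and the files do not say whether the deposited ratios hold it. Centring sets the typical gene to no change, so counts are given both ways where it moves them.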

For time course experiments, total RNA was isolated using the modified Gentra method (see Materials and methods). A carbon source was not added to ensure that metabolic activity would be low and constant and that any changes in transcript abundance would be due to stress and not to re-feeding.

Four patterns of change in mRNA abundance were observed over the eight hour time course (Figure 1; Additional data file 1). 

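Over the copy of the study's lists used here, the 553 measured genes of group 1 stayed above T0 throughout, with a median log2 fold between 1.11 and 1.98. Group 2 (442 genes) had a median of 1.87 at 0.5 h, 1.97 at 2 h, 1.1 at 4 h and 0.01 at 8 h. Group 3 (424 genes) lay at 1.09 at 0.5 h, 0.35 at 2.5 h and 1.9 at 7 h, while group 4 (155 genes) ran from -0.84 at 1 h to 0.51 at 7 h. With each array centred on its median, group 3 moved from -0.11 at 0.5 h to 0.5 at 8 h and group 4 lay at -1.25 and -0.95. Group 2 then went from 0.66 at 0.5 h to -0.29 at 4 h and -0.99 at 8 h, below T0. The copy of the lists lacks a few entries of groups 1 to 3, and the study chose all 4 on these arrays, so these medians are descriptive.

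**Figure D1:**
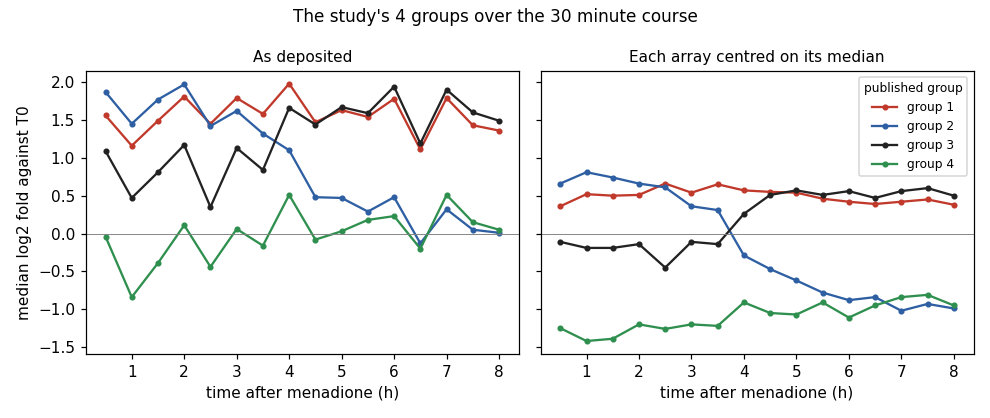
Median log2 fold against T0 (y axis) over time after menadione in hours (x axis) for the measured genes of the study's 4 groups, each point from 2 arrays against 6 T0 arrays. Group 2 falls from 1.87 at 0.5 h to 0.01 at 8 h, and the right panel shows the same genes with each array centred on its median.

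Of 3779 genes sorted by the tests alone, most met none of these patterns: 509 were higher at 0.5 h and still higher at 5 to 8 h, 114 higher at 0.5 h and lower at 5 to 8 h than at 0.5 h (10 of them in both groups, with 146 early genes in neither), 966 higher only at 5 to 8 h, and 8 lower at 0.5 h. After centring the counts were 139, 127, 284 and 232.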

Similar patterns were identified by hierarchical clustering (Figure 1), K-means, and SOM(self-organizing maps) (not shown). 

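Rises at 0.5 h, as log2 fold ± standard error over 2 arrays against 6 T0 arrays, include OYE2, an NADPH oxidoreductase (6.06 ± 0.57, 66.5-fold), GND1 and TKL1 of the pentose phosphate pathway (5.84 ± 0.68 and 5.25 ± 0.73), the flavodoxin-like PST2 (5.63 ± 0.56), the reductase GRE2 (4.99 ± 0.79), the aryl-alcohol dehydrogenase homolog AAD4 (5.81 ± 0.78) and the vacuolar glutathione conjugate transporter YCF1 (5.00 ± 0.72). The drug transporter FLR1 had the highest value, 6.77 ± 0.69, from 4 of the T0 arrays. LYS1 of lysine synthesis rose by 4.98 ± 0.63, the ferric reductase FRE1 by 4.96 ± 0.88 and the damage-response gene DDR48 by 5.26 ± 0.70. Adjusted p was 1.03e-07 for OYE2 and 0.000163 for GRE2.

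Of 3779 genes tested with limma, 759 rose and 8 fell. The median gene was itself higher by 1.26 on the log2 scale. With each array centred, 310 genes rose and 232 fell, and leaving out 1 of the 2 arrays at 0.5 h left 113 or 148 calls.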

By 30 minutes, two groups of transcripts (groups 1 and 2), comprising 1,090 mRNAs, showed 2- to 3-fold increases in abundance (Figure 1b, blue and red lines). Another group of transcripts (group 3) remained unchanged for about three hours and then increased three-fold (Figure 1b, black line). 

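By 5 to 8 h, over 14 arrays against 6 T0 arrays, LYS1 was higher by 5.64 ± 0.38 (log2 fold ± standard error), the serine and threonine deaminase gene CHA1 by 5.48 ± 0.42, the gluconeogenic PCK1 by 5.13 ± 0.57, MDH2 by 5.06 ± 0.39 and CYS3 of cysteine synthesis by 4.94 ± 0.42. The 14 arrays are successive times of 2 replicate series, but the fit takes them as independent. Deviations at neighbouring times from 5 to 8 h correlated at 0.158 to 0.649. Standard errors and p-values at 5 to 8 h may therefore be too small. Chaperone genes rose late: 28 of 32 heat shock and chaperone genes were called higher and none lower, among them HSP82 (4.23 ± 0.37), HSP30 (4.90 ± 0.40, 13 arrays) and HSP104 (3.23 ± 0.47). At 0.5 h the same list had 2 genes higher, 2 lower and a median of 1 (centred -0.22). Its median at 5 to 8 h was 2.64, and set against all other genes its adjusted p was 3.64e-15 with the preset correlation and 0.365 with an estimated correlation; after centring 20 rose and 1 fell.

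In all, 1486 of 3800 genes rose and 68 fell with limma, against a median shift of 0.97 of all genes. The counts were 430 and 540 with each array centred, and leaving out 1 replicate series gave 937 to 2017 calls.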

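At 0.5 h 8 genes were called lower: ALT2 (-2.58 ± 0.64 as log2 fold ± standard error), HSP12 of the membrane stress response (-2.44 ± 0.79), the acyl-CoA synthetase FAA1 (-2.19 ± 0.78), the chaperone SSA3 (-2.18 ± 0.66), the acetyl-CoA synthetase ACS1 (-1.87 ± 0.50), SPS19 of peroxisomal fatty acid breakdown (-1.74 ± 0.56), GPB2 (-1.41 ± 0.47) and ADY2 (-3.12, 1 array against 5), which lies outside the naming rule and was chosen after its value was seen, with 0.00821 as adjusted p for ALT2 and 0.0471 for FAA1. Falls at 5 to 8 h include the cell wall genes SED1 (-3.15 ± 0.38) and HSP150 (-2.64 ± 0.37), the hydrophilin gene GRE1 (-3.01 ± 0.42), RLI1 of ribosome recycling (-2.84 ± 0.40), the hexose transporter HXT2 (-2.82 ± 0.45), pyruvate kinase CDC19 (-2.80 ± 0.33) and the glutamate dehydrogenases GDH1 (-2.56 ± 0.59) and GDH3 (-2.39 ± 0.34). Tests are those of limma with 2 and 14 arrays against 6 T0 arrays.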

The fourth group of transcripts decreased in abundance (Figure 1b, green line). 

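Set directly against 0.5 h, the arrays at 5 to 8 h were higher in ACS1 (log2 fold ± standard error 4.20 ± 0.46), the alcohol dehydrogenase ADH2 (3.47 ± 0.76), MDH2 (3.45 ± 0.61), SSA3 (3.21 ± 0.61), HSP82 (3.17 ± 0.57), HSP42 (3.08 ± 0.58) and the peroxisomal catalase CTA1 (2.63 ± 0.63). They were lower in the elongation factor YEF3 (-5.27 ± 0.94), TKL1 (-4.97 ± 0.67), the phosphate transporter PHO84 (-4.52 ± 0.84) and OYE2 (-3.17 ± 0.53). With 13 of the 14 late arrays, the oxidative phosphorylation genes ATP14 (-3.43 ± 0.62) and QCR2 (-1.96 ± 0.51) were lower as well. Of 135 cytosolic ribosomal protein genes 62 fell and none rose (0 and 108 adjusted over the list alone), with a median of -2.46, as in RPL8A (-3.96 ± 0.81) and RPS0A (-3.79 ± 0.67); the set test gave an adjusted p of 2.18e-55, or 0.155 with an estimated correlation.

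Over all genes 24 were called higher and 152 lower with limma. With the replicate series as a block 417 genes were called, and with each array centred 184 were higher and 422 lower. Leaving out 1 replicate gave 3 to 24 calls.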

We concluded from these results that cells in stationary phase cultures could respond to additional environmental stress at the level of transcript abundance and that the response was rapid and relatively complex.

Groups 1 and 2, which increased by the first time point, differed in their patterns of expression over subsequent time points (Figure 1b, blue and red lines). Group 1 (616 transcripts) increased as much as three-fold by the first 30 minute time point and was relatively constant thereafter (Figure 1b, red line). 

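The 553 measured members of group 1 had a median fold of 2.95 at 0.5 h over 2 arrays, and 417 of them were at least 2-fold above T0. Their median was 2.24-fold at 1 h and 3.93-fold at 4 h. Centred on the array medians, the median log2 fold was 0.36 at 0.5 h, 0.66 at 2.5 h and 0.38 at 8 h. The study formed this group on these arrays, so its direction is not independent evidence. From these patterns the paper concludes that stationary cells respond to added stress in transcript abundance, quickly and in more than a single way.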

A relatively large percentage (12%, *p *< 10^-4^) of the mRNAs in this group encode proteins with functions related to stress responses, including the bZip transcription factor, *YAP1 *[19] and other proteins associated with oxidative-stress resistance, such as the superoxide dismutase genes *SOD1 *and *SOD2 *[20], thioredoxins *TRX2*, *TSA1*, *PRX1*, *TRR1 *and *TRR2 *[21], and cytochrome-c peroxidase *CCP1 *[22] (Additional data file 1). 

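Of 35 measured oxidative stress defence genes, 18 rose at 0.5 h and none fell (19 adjusted over the list alone). Among the genes of the study, the peroxiredoxin TSA1 had a log2 fold of 4.49 ± 0.73 (± standard error, 2 arrays against 6; 22.4-fold, limma adjusted p = 0.000206), the mitochondrial superoxide dismutase SOD2 4.35 ± 0.73 and the cytosolic SOD1 3.33 ± 0.74. Also called were thioredoxin TRX2 (2.86 ± 0.62), thioredoxin reductase TRR1 (2.61 ± 0.78), and PRX1 (2.79 ± 0.75) and CCP1 (2.11 ± 0.76, limma adjusted p = 0.048), of which the last 2 were not called after centring. The regulator YAP1 (1.35 ± 0.60, 5 T0 arrays, limma adjusted p = 0.102) and TRR2 (0.83 ± 0.64, adjusted p = 0.327) did not pass. At 5 to 8 h, 25 of the 35 rose and none fell; YAP1 had 2.65 ± 0.37 and was called, and TRR2, at 0.99 ± 0.38 (limma adjusted p = 0.0377), stayed under 2-fold.

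The list's median of 2.11 at 0.5 h stood above that of all genes with an adjusted p of 2.45e-05 at the preset correlation and 0.977 with an estimated correlation. After centring 13 rose and 2 fell at 0.5 h and 18 rose and 3 fell at 5 to 8 h, with limma adjusted p = 4.79e-05 and 1.43e-13 with an estimated correlation.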

Transcripts encoded by DNA repair/damage response genes, including *NTG1 *[23], *DNA2 *[24], *DIN7 *[25], were also in this group. 

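NTG1, a base excision repair glycosylase, rose at 0.5 h by 3.53 ± 1.03 (log2 fold ± standard error, 2 arrays against 3 with a value at T0; limma adjusted p = 0.0233) and was at 3.25 ± 0.74 at 5 to 8 h (11 arrays against 3), called as well. With 5 T0 arrays, DIN7, a mitochondrial nuclease, was at 2.36 ± 1.00 (limma adjusted p = 0.0863) and the helicase and nuclease DNA2 at 1.59 ± 1.15 (adjusted p = 0.3) at 0.5 h; at 5 to 8 h DNA2 was called (1.86 ± 0.72, adjusted p = 0.0377) and DIN7 was not (1.43 ± 0.62, adjusted p = 0.0649). Over the 26 measured DNA repair and damage response genes 6 rose and none fell at 0.5 h, with a median of 1.53 and an adjusted p of 0.676 against all other genes. By 5 to 8 h 12 were higher and 1 lower.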

Group 2 (474 transcripts) increased by the first time point and began to decrease within two to four hours (Figure 1b, blue line). 

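The 442 measured genes of group 2 had median log2 folds against T0 of 1.45 at 1 h, 1.62 at 3 h, 0.48 at 4.5 h and -0.13 at 6.5 h, from 2 arrays at each time. With each array centred these medians were 0.81, 0.36, -0.47 and -0.84. The genes are the study's own selection. In the direct limma test of 5 to 8 h against 0.5 h, the box C/D protein gene NOP1 fell, at -2.69 ± 0.56 (log2 fold ± standard error; adjusted p = 0.00324), as did the pseudouridine synthase gene CBF5 (-2.57 ± 0.70), the only 2 called of the ribosome biogenesis list, and the ribonucleotide reductase genes RNR4 and RNR2 at -2.37 ± 0.65 and -2.22 ± 0.52. The cell wall genes ECM33 and PSA1 fell as well (-3.85 ± 0.58 and -3.72 ± 0.70).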

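Of 88 measured ribosome biogenesis genes, 19 rose at 0.5 h and none fell, with a median log2 fold of 1.76 against 1.26 for all genes. They include the processome genes UTP6 (3.97 ± 1.18 as log2 fold ± standard error, 2 arrays against 5) and UTP14 (3.64 ± 0.79), and the set's adjusted p was 0.261. After centring 5 rose and 3 fell. From 0.5 h to 5 to 8 h 2 fell and none rose, with a median of -0.84 and a set adjusted p of 0.00907, or 0.931 with an estimated correlation; with each array centred 16 fell (median -0.7, limma adjusted p = 0.0127 with an estimated correlation). Cytosolic ribosomal protein genes moved further: 79 of 135 rose at 0.5 h and none fell (119 adjusted over the list alone), median 2.34, as in RPL39 (3.29 ± 0.92) and RPL10 (3.26 ± 0.73), with a set adjusted p of 3.7e-10 and 0.977 with an estimated correlation. After centring 48 rose and none fell. Translation factor genes rose in 10 of 28 (14 adjusted over the list alone), among them NIP1 (3.93 ± 0.67).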

A large and significant percentage of these transcripts (25%, *p <*10^-10^) encode proteins required for ribosomal biogenesis and processing.

Group 3, comprising 475 transcripts, remained relatively unchanged for the first 4 hours and then gradually increased about 3-fold above T_0 _levels (Figure 1b, black line). 

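Group 3's 424 measured genes stood at a median log2 fold of 0.47 at 1 h, 1.13 at 3 h, 1.66 at 4 h and 1.49 at 8 h (a median of 2.81-fold at 8 h), from 2 arrays at each time against 6 T0 arrays. With each array centred the median was -0.14 at 3.5 h, 0.26 at 4 h and 0.6 at 7.5 h, so that the early values change direction. The study selected these genes on the same arrays.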

A significant number of mRNAs in this group (10%, *p <*10^-4^) encode proteins associated with the proteosome, including ubiquitin (Ubi4p), polyubiquitin [26], Doa1p, which is involved with ubiquitin-mediated protein degradation [27], and the ubiquitin-conjugating enzymes Cdc34p [28] and Rad6p [29] (Additional data file 1). Also in this group are mRNAs that encode components of the proteasome core complex, including *PUP2*, *PUP3*, *SCL1*, and *PRE1-10 *[30].

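At 5 to 8 h DOA1 of ubiquitin-dependent degradation rose by 2.13 ± 0.67 (log2 fold ± standard error, 13 arrays against 6; limma adjusted p = 0.0144) and the polyubiquitin gene UBI4 by 1.06 ± 0.35 (adjusted p = 0.0163), which became -0.03 with each array centred. DOA1 also lost its call there. The conjugating enzymes CDC34 (1.26 ± 0.64, limma adjusted p = 0.107) and RAD6 (1.20 ± 0.57, adjusted p = 0.0868) did not pass. At 0.5 h none of these 4 genes was called, with UBI4 at -0.30 ± 0.58 (limma adjusted p = 0.702) and the median of the 4 at 0.89. With each array centred UBI4 was called lower at 0.5 h (-1.52, limma adjusted p = 0.000931).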

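Of 34 proteasome genes, 33 rose by 5 to 8 h and none fell (34 adjusted over the list alone), with a median log2 fold of 2.47 over 14 arrays against 6 (5 for PRE1, PRE3 and PRE9). All core particle genes of the study were called, from PRE3 (3.76 ± 0.42 ± standard error; 13.6-fold) and PRE6 (3.68 ± 0.56) to PRE1 (3.51 ± 0.55), PRE9 (3.23 ± 0.55), PUP2 (2.81 ± 0.67) and PUP3 (2.30 ± 0.46), with SCL1 (1.84 ± 0.42) and PRE5 (1.46 ± 0.36) lowest and lost after centring. The regulatory particle gene RPN7 rose by 3.72 ± 0.37. At 0.5 h 6 of the 34 rose, among them RPN9 (3.00 ± 0.76).

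The set test at 5 to 8 h gave an adjusted p of 2.27e-12, or 0.443 with an estimated correlation. After centring 24 rose and none fell, with an adjusted p of 1.47e-07 with an estimated correlation. Set against 0.5 h the list was higher by a median of 1.24, with 1 gene called there (RPT4, 2.00 ± 0.59) and 20 after centring.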

Group 4, comprising 170 transcripts, decreased approximately 4-fold in abundance within the first 30 minutes and remained constant thereafter (Figure 1b, green line). 

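The 155 measured genes of group 4 had a median log2 fold of -0.04 at 0.5 h, -0.44 at 2.5 h and 0.05 at 8 h, from 2 arrays at each time against 6 T0 arrays. With each array centred on its median the values were -1.25, -1.26 and -0.95, so the direction of the group at 8 h rests on the level of whole arrays. The study chose the group on these arrays. Of the other lists, stationary phase markers had 3 of 18 genes lower and 3 higher at 0.5 h (median -0.53; set adjusted p = 2.22e-08, or 0.977 with an estimated correlation), and after centring 13 fell and none rose, with an adjusted p of 5.51e-12 with an estimated correlation. The 17 glycolysis genes had 1 higher and none lower at 0.5 h and 5 lower at 5 to 8 h, and after centring 6 and 11 were lower.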

A significant number of mRNAs in this group (*p <*10^-2^) encode proteins associated with DNA and phospholipid binding (Additional data file 1). 

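Median log2 folds of the lists changed over the course. Cytosolic ribosomal protein genes had a median log2 fold of 2.42 at 2 h, 1.15 at 4 h and -0.41 at 8 h, while heat shock and chaperone genes went from 1.25 at 2 h to 2.09 at 4 h and 2.64 at 8 h and proteasome genes from 1.32 to 2.02 and 2.21. Oxidative stress defence genes stood at 1.59, 2.71 and 2.2, and ribosome biogenesis genes at 1.72, 1.15 and 0.76. These are medians over 2 arrays at each time against 6 T0 arrays. With each array centred, some turned: at 2, 4 and 8 h ribosomal protein genes stood at 1.09, -0.26 and -1.4. Ribosome biogenesis genes stood at 0.38, -0.32 and -0.21. Heat shock genes stood at -0.07, 0.68 and 1.64, proteasome genes at 0.02, 0.61 and 1.21 and oxidative stress defence genes at 0.27, 1.31 and 1.22. Nuclear genes of oxidative phosphorylation had 11 of 35 higher at 0.5 h and none lower (median 1.23). Mitochondrial ribosomal protein genes had 5 of 52 higher at 0.5 h and 24 at 5 to 8 h.

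**Figure D2:**
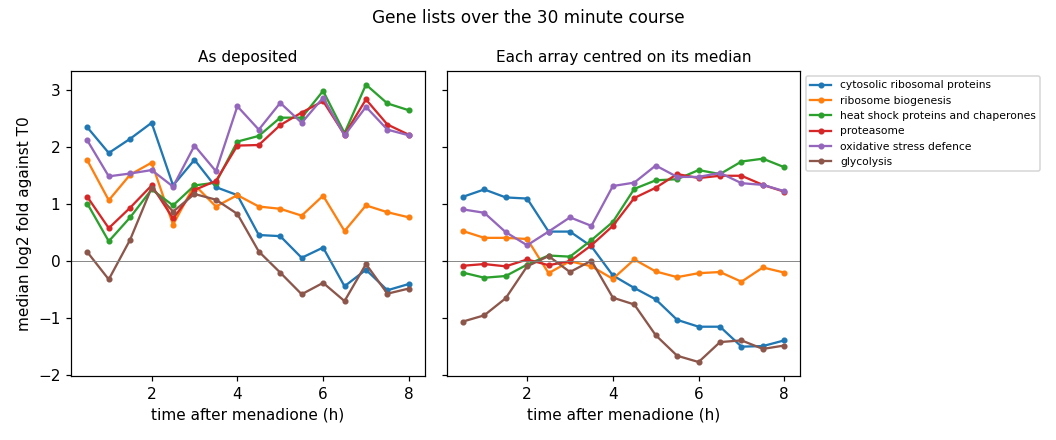
Median log2 fold against T0 (y axis) over time after menadione in hours (x axis) for 6 gene lists, each point from 2 arrays against 6 T0 arrays. Ribosomal protein genes go from 2.34 at 0.5 h to -0.41 at 8 h while heat shock genes go from 1 to 2.64, and the right panel shows the arrays centred on their medians.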

We concluded from these results that there are coordinated changes in the abundance of transcripts encoding proteins with a variety of functions, including ribosome processing and biogenesis and response to stress, especially response to oxidative stress.

### Oxidative stress induced a rapid increase in a large number of mRNAs

To determine the rate of the initial response to oxidative stress, shorter time intervals were needed. To sample more frequently while maintaining culture sterility, we designed and built a pneumatic device that can sample cells in culture at intervals as short as ten seconds [31]. Using this device, cells were harvested at 1 minute time points for the first 35 minutes with an added time point at 1 hour. 

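This course has 78 arrays: 6 of T0 cells, 2 at each minute from 1 to 35 and 2 at 60 min. The labels do not name the treatment of these arrays either. Deposited values are linear Cy5 to Cy3 ratios, with 2938 to 6026 usable values in an array (median 5392.5) and 0.31 to 15.08% of values at or below 0, set to missing. Across the course the median log2 ratio of an array ran from -0.78 to 1.17. The T0 arrays are on another array design than the treated arrays, and genes were joined by systematic name. Each of the 6 T0 arrays matches 1 T0 array of the 30 minute course, with correlations of 0.977 to 0.981 across genes, so the courses do not have independent T0 cells. The test is limma as before, with a mean for each minute. The spread of the T0 arrays had a median SD of 0.481 in log2 over 2465 genes (0.415 centred).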

Surprisingly, a large group of mRNAs increased significantly by the first time point (1 minute) and a much smaller group of mRNAs decreased (Figure 2a; Additional data file 2). 

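At 1 min 15 of 17 glycolysis genes were higher and none lower, median log2 fold 3.34, with the enolases ENO2 and ENO1 at 5.37 ± 0.46 and 4.96 ± 0.52 (± standard error, 2 arrays against 6). Pyruvate decarboxylase PDC1 rose by 5.82 ± 0.38 (limma adjusted p = 7.1e-17). The metallothionein genes CUP1-1 and CUP1-2 rose by 5.67 ± 0.51 and 5.06 ± 0.49, ERG3 of sterol synthesis by 5.53 ± 0.42, HSP30 and ICL1 of the glyoxylate cycle, with 4 T0 arrays, by 5.90 ± 0.55 and 5.56 ± 0.63, PCK1 by 4.86 ± 0.55, SSA4 by 4.40 ± 0.66 and SDH3 by 4.28 ± 0.54. Cytosolic ribosomal protein genes rose in 115 of 130 (121 adjusted over the list alone; median 2.04), as RPS20 (3.38 ± 0.51) and RPP2A (3.33 ± 0.58). Falls include FAA1 (-2.94 ± 0.53), ALT2 (-2.88 ± 0.50), HXT2 (-2.52 ± 0.79), UBI4 (-2.47 ± 0.82), the kinase PSK2 (-2.44 ± 0.62), the iron regulator AFT2 (-2.40 ± 0.64), the iron-sulfur scaffold ISU1 (-2.39 ± 0.67) and, from 1 array at 1 min, CTA1 (-2.44 ± 0.72). Oxidative stress defence genes went both ways, 7 of 33 higher (PRX1, 3.94 ± 0.65) and 5 lower (TRR1, -2.02 ± 0.73; TRX2, -1.91 ± 0.38).

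In all 1336 of 3803 genes rose and 93 fell, over a median shift of 1.15; without 1 of the arrays at 1 min 849 or 886 were called, after centring 693 rose and 442 fell, and oxidative stress defence genes turned to 2 higher and 10 lower. Against all other genes glycolysis had a set adjusted p of 4.61e-21, or 0.0621 with an estimated correlation, and ribosomal protein genes 1.62e-19, or 0.928 with an estimated correlation. Since T0 and treated arrays are on different array designs, time and design change together in this test.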

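Few genes were called between 1 min and the 68 arrays at 2 to 35 min: 77 of 3858 fell and none rose, while the median gene was lower by 0.56 on the log2 scale. Among the falls are the decapping activator DHH1 (-3.74 ± 0.84, log2 fold ± standard error; limma adjusted p = 0.0105), the nucleolar NOP13 (-3.07 ± 0.82), PRX1 (-2.53 ± 0.57), PSD1 of phospholipid synthesis (-2.32 ± 0.52) and MPP10 of the processome (-1.70 ± 0.48), with 63 to 68 of the later arrays. NMD2 of nonsense-mediated decay (-4.69 ± 1.03) and SRO7 of secretion (-4.27 ± 0.97) have a value in only 1 array at 1 min. Between 2 to 18 min and 19 to 35 min 20 genes rose and none fell, and 4 of 99 ribosome biogenesis genes were among them, including NOP16 (1.51 ± 0.24) and RRP15 (1.26 ± 0.26); LSM4 of mRNA decay rose as well (1.12 ± 0.27). The list's median was 0.3 (set adjusted p = 1.65e-07, and 0.959 with an estimated correlation).

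With the replicate series as a block 156 genes fell against 1 min. Genes with a value in every array gave 4 genes against 1 min and 1 between the later windows, and leaving out 1 replicate gave 1 to 183 and 1 to 113.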

After the first time point, transcript abundance remained constant. Analysis of the first time points for both the 30 minute and 1 minute interval time courses revealed 508 transcripts that increased by 2-fold or more in both time courses. 

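Of 3182 genes tested in both, 1164 were higher at 1 min, 678 at 0.5 h and 398 at both, against 248 for independent lists (odds ratio 3.22, Fisher's exact p = 4.86e-40, or 9.72e-40 adjusted over 2 tests). The 398 are 34.2% of the genes higher at 1 min and 58.7% of those at 0.5 h. Among genes higher at both times are PRX1 and SOD2 (1.90 ± 0.41 at 1 min, as log2 fold ± standard error, 2 arrays against 6), while TRR1 and TRX2 rose at 0.5 h and fell at 1 min. At 2-fold or more in the means, with no test, 1352 genes were higher at both times, against 1090 for independent lists. After centring 126 were called at both, against 53.8 for independent lists. Neither SOD2 (0.98 at 1 min) nor PRX1 (1.57 at 0.5 h, limma adjusted p = 0.179) kept both calls there.

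Both contrasts use T0 arrays that match one to one, which adds shared error. With each contrast given its own 3 T0 arrays, 334 genes were shared in one division (187 for independent lists, Fisher's exact p = 9.35e-43) and 83 in the other (52.7, p = 8.74e-07).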

We concluded that the same response was detected in both experiments. 

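Across 3182 genes the log2 folds at 1 min and 0.5 h had a correlation of 0.396, against 0.232 in simulated data in which only the T0 arrays were shared; genes are not independent replicates. Glycolysis genes, 15 of 17 higher at 1 min, had 1 higher at 0.5 h; the difference between the times was not tested for lists, and the arrays at 1 min are on another array design than their T0 arrays. The medians of oxidative stress defence genes, 0.46 at 1 min and 2.11 at 0.5 h, lay below and above those of all genes. Cytosolic ribosomal protein genes had high medians at both times, but with an estimated correlation neither set test against other genes passed. Oxidative phosphorylation genes had 18 of 35 higher at 1 min (21 adjusted over the list alone; median 1.71), P-body genes 11 of 25 with 1 lower, and stationary phase markers 11 with 2 lower. The paper concludes from the shared transcripts that both courses show the same response.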

Because the rate of transcription is known to be very low in cells in stationary phase cultures in the absence of an added carbon source [15] and this response has been shown not to be an artifact of automated sampling [31], the source of these transcripts was puzzling.

We hypothesized the rapid increase in transcripts in response to oxidative stress was due to one or more of three potential mechanisms. First, the apparent increase in transcripts could be due to new transcription. This seemed unlikely because the cells for these experiments were not given a carbon source during the oxidative stress and would be expected to have very low metabolic activity. Second, the transcripts might 'appear' to increase if they lacked a poly(A)^+ ^tail because oligo-dT is used to prime cDNA synthesis for microarrays and, thus, non-polyadenylated transcripts in solution would not be detected. Rapid polyadenylation is known to occur in other systems, including during *Xenopus *oocyte development as well as during the dorsal ventral patterning of the *Drosophila *embryo [32]. A third possibility was that transcripts might not be detected if they were not present in total RNA isolates because they were resistant to extraction, for example, by being in a complex with some structural component in the cell, but were solubilized or released after a stress. This would result in an apparent increase in abundance. If mature RNAs were sequestered in a protein complex, such as stress granules [33] or P-bodies [34], these RNAs would not typically be present in total RNA preparations because one of the first steps in all RNA extraction protocols is selective precipitation of proteins.

### Increased mRNA abundance was not due to *de novo *transcription

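The arrays of this experiment cover 3 strains, each with 2 arrays at T0, 1 at 2 min and 1 at 30 min, 12 in all. The methods give cultures of 10 days taken to 36°C for all 3 strains. Deposited values are linear ratios of Cy5 to Cy3. Usable values ran from 941 to 5886 in an array (median 4242.5), and were fewest in the T0 arrays of rpb1-1 (941 and 2264). With a value in at least 80% of arrays, 1326 genes could be compared over the 3 strains. The times at 2 and 30 min have 1 array each, so limma takes the spread between arrays from the T0 pairs and assumes that the single arrays vary like them.

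The S288c arrays at 2 and 30 min hold the same values as arrays of the 1 minute course at 2 min (replicate 1) and 30 min (replicate 2), with 5975 and 5284 identical values, and the S288c T0 arrays match T0 arrays 4 and 5 of a course sampled every 10 s in 99.6% of genes. The S288c values are thus not independent of those courses. The growth stated for those courses is 7 days at 30°C, so the S288c arrays may not be of cells taken to 36°C.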

To determine whether new transcription was responsible for transcript increases, stationary phase cultures of a temperature-sensitive RNA polymerase II mutant (*rpb1-1*) [35], an *RPB1 *parental, and the wild-type S288c strain were incubated for three hours under non-permissive conditions for the *rpb1-1 *mutant (36°C) prior to oxidative stress. By two minutes after menadione exposure, transcript abundance increased dramatically in all three strains (Figure 3). 

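In S288c at 2 min 1 array stands against 2, and log2 folds (± standard error) were 7.33 ± 1.79 for HSP12, 7.92 ± 1.53 for the stress-induced RTC3, 6.66 ± 1.24 for catalase CTT1 (1 T0 array), 5.84 ± 0.84 for COX5A of respiration and 6.02 ± 0.90 for the cell wall gene YGP1. YEF3 (-6.25 ± 0.82), the small nucleolar RNA protein SNU13 (-5.85 ± 0.88), the translation factor TEF4 (-5.15 ± 0.81) and the ribosomal protein gene RPL33B (-5.28 ± 0.83) were lower. The 31 oxidative phosphorylation genes had a median of 3.74, and the 110 cytosolic ribosomal protein genes -3.36 with none above 0. Both depend on the T0 arrays used. The array at 2 min has the values of an array of the 1 minute course, where the ribosomal list stood 2.01 above 6 other T0 arrays. The T0 arrays, which match T0 arrays 4 and 5 of the 10 second course, hold oxidative phosphorylation genes at -1.06 and -1.04 from the array median, against 1.71 to 1.9 in the other T0 arrays of that course. In the parental strain PRX1 was at 5.10 ± 1.08 (limma adjusted p = 0.061), SOD1 at 3.28 ± 1.36 and TRR1 at -4.07 ± 1.05. In rpb1-1 HSP104 was at 3.27 ± 1.36 (limma adjusted p = 0.495), RPL38 at 2.48 ± 1.30, SOD1 at 2.17 ± 1.38 and PRX1 at 1.84 ± 1.10.

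In S288c limma called 91 of 1617 genes higher and 70 lower with a spread taken from the T0 pairs of all strains, but 0 with only the T0 and 2 min arrays in the fit and 2 or 4 without 1 of its T0 arrays, so no gene is taken as changed there. In the parental and rpb1-1 strains limma called 0 genes, with 304 higher and 125 lower at an unadjusted p under 0.05 in the parental strain and 116 and 12 in rpb1-1; without 1 T0 array of rpb1-1 it called 30 or 517 there. With each array centred 227 genes were called higher and 262 lower in S288c and 223 and 234 in the parental strain.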

Although there were some differences between these strains, 267 transcripts were identified that increased in all three (Additional data file 3). 

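Averaged over the 3 strains (3 arrays at 2 min against 4 to 6 T0 arrays with a value), limma called 180 of 1326 genes higher and 32 lower. Higher genes include RTN2 (5.76 ± 0.85, log2 fold ± standard error; 54.1-fold, limma adjusted p = 0.0182), HSP12 (5.69 ± 1.06), PAH1 of lipid synthesis (5.44 ± 1.40), SIP18 (5.20 ± 0.77), the mitochondrial OM45 (4.93 ± 0.76), the ATP synthase genes STF1 (4.10 ± 0.59) and ATP7 (3.90 ± 0.51), PRX1 (3.97 ± 0.62), CTT1 (4.09 ± 0.69), aconitase ACO1 (2.91 ± 0.49), LSM7 (2.93 ± 0.73), SOD1 (3.04 ± 0.78) and SOD2 (2.61 ± 0.54). Lower genes include YEF3 (-3.87 ± 0.49), TEF4 (-3.43 ± 0.49), OYE2 (-2.85 ± 0.65), UTH1 (-2.78 ± 0.44) and RPL2A (-2.57 ± 0.50). Oxidative phosphorylation genes were called higher in 24 of 31 (28 adjusted over the list alone), stationary phase markers in 11 of 17 (12), and oxidative stress defence genes in 9 of 21 with 1 lower. Median log2 folds in S288c, the parental strain and rpb1-1 were 3.74, 2.12 and 2.15 for oxidative phosphorylation genes and 4.12, 4.43 and 1.46 for the markers; the S288c T0 arrays hold both lists below the other T0 arrays of the 10 second course. Cytosolic ribosomal protein genes went opposite ways, with medians of -3.36, -1.32 and 1.35, and their average of -1.27 (15 of 103 called lower, 0 adjusted over the list alone, 86 after centring) hides this.

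The S288c arrays carry much of this average: without them 16 genes were called, with a value in every array 20, and without single T0 arrays 0 to 536. Of 27 choices of the treated array, the labelled one included, 2 gave at least as many calls, so chance cannot be excluded. Genes called higher in each strain separately numbered 0, and at 2-fold or more in the means, with no test, 239 genes were higher in all 3 strains, against 138 for independent lists.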

We concluded from these results that new transcription was an unlikely source for the rapid increase in mRNA after exposure to menadione.

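The response in rpb1-1 was set against that in the parental strain in a single fit. PRX1, a mitochondrial peroxiredoxin, was at -3.26 ± 1.55 (log2 difference of responses ± standard error; limma adjusted p = 0.416) and was called lower after centring (-4.18, adjusted p = 0.0459) and without T0 array 2 of rpb1-1, TRR1 at 5.19 ± 1.50, HSP104 at 3.62 ± 1.91, RPS27A at 5.28 ± 1.18, SOD1 at -1.11 ± 1.96 and TSA1 at 0.64 ± 1.20, from 1 array at 2 min and 2 at T0 in each strain (1 at T0 in rpb1-1 for RPS27A and TSA1). In all limma called 0 genes, with 119 higher and 70 lower at an unadjusted p under 0.05, 16 called after centring and 0 to 303 without single T0 arrays. In data with simulated differences 0% of 4-fold and 0% of 8-fold ones were recovered, so this test could miss large differences. The paper concludes from the rise in all strains at the restrictive temperature that new transcription is an unlikely source of the rapid rise.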

### Increased mRNA abundance was not the result of rapid polyadenylation

To test the second hypothesis that transcripts were present in isolated total RNA but lacked poly(A)^+ ^tails, we carried out quantitative RT-PCR analysis on cDNA samples synthesized using oligo-dT or random hexamer primers. Oligo-dT would not prime cDNA synthesis from non-adenylated transcripts. To determine whether partial transcripts were present, primer pairs that would amplify small fragments from either 5' or 3' ends of four transcripts (*RPL38*, *TEF1*, *SOD1*, and *YAP1*) that increase significantly after oxidative stress were used. Fold changes between random hexamer-primed and oligo-dT-primed cDNAs were less than one (indicating that more mRNAs were reverse transcribed using oligo-dT primers). In addition, fold changes were not significantly different at T_0 _or T_2 _nor were there major differences in fold change between the 5' or 3' end of any of the four transcripts (Figure 4). We concluded from this that all the transcripts seen at T_0 _and T_2 _were polyadenylated; thus, partial transcripts did not make up a significant percentage of all transcripts. Although a small number of transcripts were evaluated, these results provide evidence that the increase in transcript abundance detected by microarray analysis was not due to the presence of mRNA lacking a poly(A)^+ ^tail but from real differences in mRNA abundance in the isolates.

### Protease treatment of cell free lysates resulted in increased mRNA abundance in cells from stationary phase but not exponential cultures

To test the third hypothesis that the mRNA was present in the cell but resistant to extraction during RNA isolation, cell-free lysates obtained after breaking open cells and precipitating cell debris were tested. 

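The lysate experiment has 28 arrays in 14 conditions of 2 arrays: stationary T0 lysates and exponential lysates, each in buffer or with trypsin (17 mg/ml), proteinase K (14 mg/ml) or Qiagen protease (11 mg/ml), each protease with its own buffer arrays, and stationary lysates at 2 min in buffer or with trypsin. The deposited linear ratios held 2808 to 5940 usable values in an array (median 4456), and values at or below 0, 3.25 to 37.94% of an array, were treated as missing. The methods divide lysates between tubes, but no source says which treated and buffer arrays share a lysate, so they were compared with limma without pairing. Array medians ran from -2.22 to 2.61 on the log2 scale, and in simulated data 0% of 4-fold and 1.52% of 8-fold changes were recovered in the trypsin test, so a count of 0 says little here.

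Some arrays do not look like their labels. Buffer array 2 of the stationary proteinase K pair had a correlation across genes of 0.039 with its replicate and 0.85 to 0.888 with exponential proteinase K arrays. Replicate 2 of the arrays labelled stationary 2 min matched temperature upshift arrays at 30 min, in buffer (0.991) and with trypsin (0.994). It correlated with replicate 1 at -0.194 and -0.197; replicate 1 lay nearer exponential arrays (mean correlations 0.505 and 0.477) and replicate 2 nearer T0 arrays (0.87 and 0.86). Qiagen treated array 2 of the exponential lysates had 0.184 with its replicate and 0.772 with a stationary buffer array. The stationary Qiagen pairs correlated at 0.122 in buffer and 0.129 treated, and treated array 2 had its highest correlation, 0.724, with an exponential buffer array.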

Lysates from T_0 _and T_2 _samples (at T = 0 and 2 minutes after menadione exposure) were incubated in buffer or with one of three different proteases, trypsin, proteinase K, or Qiagen protease, for 1 hour at 4°C prior to protein precipitation. Protease digestion was monitored by SDS-PAGE (Additional data file 4). Because the initial cell-free lysate in our RNA isolation protocol is aqueous, it was possible to use protease treatment to determine whether there was protease-labile RNA present. In RNA isolation protocols in which the initial lysis is done with phenol chloroform, protease treatment is not possible.

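In arrays labelled trypsin against buffer at T0, cytosolic ribosomal protein genes had a median log2 fold of 6.97, with all 126 above 0, and glycolysis genes 6.85. RPL38 was at 6.96 ± 1.93 (± standard error, 2 arrays against 2; 124-fold, limma adjusted p = 0.0542), RPS27A at 4.08 ± 1.22 (adjusted p = 0.0563), the elongation factor TEF1 at 4.27 ± 1.91 (1 trypsin array) and SOD1 at 1.46 ± 1.04. PRX1 (-2.69 ± 0.85), CCP1 (-2.50 ± 0.91) and YAP1 (-0.94 ± 0.73) lay on the other side. In the buffer arrays the ribosomal list lay at -4.61 to -4.09 from the array median. It lay at -1.26 to 1.71 in T0 arrays of the 10 second course, on the same array design. In T0 arrays of the 1 minute course, on the other design, it lay at -3.99 to -3.39. The size of this difference therefore depends on the T0 arrays used. Adjusted over the list alone, 115 of the 126 ribosomal protein genes passed, 13 of 14 glycolysis genes, 17 of 26 translation factor genes (median 4.09) and 8 of 34 ribosome biogenesis genes. Oxidative phosphorylation genes had a median of -0.62, against 1.66 for all genes (set adjusted p = 3.24e-11, or 0.448 with an estimated correlation).

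Over all genes limma called 0, with 753 higher and 19 lower at an unadjusted p under 0.05, while 1521 were at least 2-fold higher in the mean and 244 lower. With only these 4 arrays in the fit 744 rose and 4 fell, with a value in every array 334 and 3, and without buffer array 2 536 and 1. Taking the replicate number as a block also gave calls, counted in the closing part on processing. The highest value was 658-fold.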

Approximately 2,100 transcripts from total RNA from T0 samples exhibited 2- to 128-fold increases after trypsin treatment (Figure 5, lanes 1 and 2: Additional data file 5). Many of these same transcripts increased after two minutes of exposure to menadione (without trypsin treatment) (Figure 5, lane 3). However, the increases in transcript abundance after exposure to menadione were less than after trypsin treatment. 

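In buffer, arrays labelled 2 min after menadione against T0 had RPL38 at 3.40 ± 1.93 (log2 fold ± standard error, 2 arrays against 2; limma adjusted p = 0.679), TEF1 at 3.00 ± 1.56, RPS27A at 1.84 ± 1.22, PRX1 at -2.04 ± 0.85 and CCP1 at -1.72 ± 0.91. Ribosomal protein genes had a median of 4.03, all 130 above 0 (set adjusted p = 8.56e-24, or 0.964 with an estimated correlation), and glycolysis genes 3.15. The arrays at 2 min correlated at -0.194 with each other, array 1 lying nearer exponential arrays (mean 0.505) and array 2 nearer T0 arrays (0.87). Limma called 0 genes (49 higher and 49 lower at an unadjusted p under 0.05). Of genes at least 2-fold higher in the means, 834 were shared with trypsin at T0, 54.9% of the trypsin genes and 96.8% of those at 2 min, against 527 for independent lists.

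Both contrasts use the same 2 buffer arrays at T0. Their correlation across 2484 genes was 0.878, against 0.501 in simulated data where only those arrays were shared, and 250.7 shared genes there. Leaving out the arrays that match upshift arrays, a setting added after the match was seen, leaves only array 1 at 2 min in buffer. That array lies nearer exponential arrays. The correlation was then 0.897 across 2407 genes, and 1 array cannot separate menadione from such a profile.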

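Menadione at 2 min minus trypsin at T0 was at -3.55 ± 1.93 for RPL38 (log2 difference ± standard error, 2 arrays each), -2.24 ± 1.22 for RPS27A, -1.27 ± 1.91 for TEF1 (1 trypsin array) and -2.21 ± 1.14 for the proteasome gene PRE3, and on the other side at 0.66 ± 0.85 for PRX1 and 0.79 ± 0.91 for CCP1. Every one of 14 glycolysis genes (median -3.73) and 126 ribosomal protein genes (median -3.07) was lower at 2 min than with trypsin, while 24 of 35 oxidative phosphorylation genes were higher (median 0.21). The median gene was lower by 1.35, and 1603 genes were at least 2-fold lower and 39 higher. With limma 0 were called, and 250 were lower and 0 higher at an unadjusted p under 0.05.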

When T_2 _samples were treated with trypsin, transcripts increased to the level seen in trypsin-treated T_0 _samples (Figure 5, lanes 3 and 4). 

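With trypsin on arrays labelled 2 min lysates, RPL38 was at 0.99 ± 1.93 (log2 fold ± standard error, 2 arrays against 2), TEF1 at 0.67 ± 1.56, SOD1 at 1.24 ± 1.04 and YAP1 at 0.88 ± 0.73, with 0.87 as the median of 130 ribosomal protein genes and 1.11 for all genes. Limma called 0 genes (45 higher and 0 lower at an unadjusted p under 0.05), and 1511 were at least 2-fold higher in the mean. The 2 treated arrays correlated at -0.197. Between trypsin-treated lysates at 2 min and at T0, RPL38 was at -2.57 ± 1.93, TEF1 at -0.60 ± 1.91 (1 array at T0) and SOD1 at -0.17 ± 1.04. Ribosomal protein genes had a median of -2.13 with 1 of 126 above 0, oxidative phosphorylation genes 1.49 with 34 of 35 above 0 (set adjusted p = 5.22e-18, or 0.0692 with an estimated correlation), and all genes -0.18. Limma called 0 genes there as well, with 14 higher and 60 lower at an unadjusted p under 0.05.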

Digestion of T_0 _samples with proteinase K resulted in similar increases of a larger number of transcripts (Figure 5, lanes 5 and 6), while treatment with Qiagen protease resulted in increases in fewer transcripts (Figure 5, lanes 7 and 8). 

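With proteinase K, genes at least 2-fold higher in the mean numbered 1897 of 2547 and 92 were lower, against a median shift of 1.84; Qiagen protease gave 796 of 2481 and 182, with 0.59. TSA1 was at 4.48 ± 1.96 with proteinase K (log2 fold ± standard error, 2 arrays against 2) and -0.73 ± 1.96 with Qiagen protease, RPL38 at 3.63 ± 1.93 and 0.99 ± 1.93, SOD1 at 2.78 ± 1.04 and -0.01 ± 1.04, and PRE3 at 3.23 ± 1.14 and -0.21 ± 1.14. Ribosomal protein genes had medians of 4.21 and 1.18, above 0 in all 130 and in 129. Stationary phase markers had a median of -2 with proteinase K (set adjusted p = 0.00714 with an estimated correlation) and -0.07 with Qiagen protease; SNZ1, a vitamin B6 gene of starved cells, was at -3.77 ± 1.40 with proteinase K. The proteinase K medians rest on buffer array 1: the markers stood at -6.06 and -5.38 in the treated arrays, -2.73 in buffer array 1 and -6.8 in buffer array 2, and all but buffer array 1 have profiles near exponential arrays. The stationary Qiagen groups are mixed too. Buffer array 1 and treated array 2 lay nearer exponential arrays (mean correlations 0.396 and 0.565). Buffer array 2 and treated array 1 lay nearer T0 arrays (0.423 and 0.395).

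Limma called 0 genes with either protease, with 471 higher and 9 lower at an unadjusted p under 0.05 for proteinase K and 29 and 11 for Qiagen protease. Without buffer array 2, whose profile is that of exponential arrays, 582 genes were higher and 20 lower with proteinase K.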

We suspect that the lower efficiency of Qiagen protease may be a function of substrate specificity. 

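With trypsin against buffer at 2 min, glycolysis genes had a median log2 fold of 1.02, stationary phase markers 1.21 and translation factor genes 1.04, with 1.11 for all genes (2 arrays against 2, 0 genes called by limma). The 2 arrays correlated at -0.194 in buffer and -0.197 with trypsin, while array 1 in buffer and array 1 with trypsin correlated at 0.715. Each array centred, ribosomal protein genes had -0.25 in that contrast, below the other genes. One of the 2 arrays in each 2 min group is the array that matches an upshift array.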

We concluded from this result that RNAs were present in T_0 _cells and by two minutes after menadione exposure most transcripts were in a soluble form. Because these transcripts are released by protease treatment it is likely that they are in complex with protein that is precipitated during most RNA isolation protocols. Finally, because the transcripts released by protease digestion of lysates were detected using oligo-dT primers for cDNA synthesis, we concluded that these transcripts were polyadenylated.

Because most studies of yeast are carried out using exponentially growing cultures, it was of interest to determine whether protease-labile mRNA was also present in dividing cells. 

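In exponential lysates RPL38 was at 0.60 ± 1.93 with trypsin (log2 fold ± standard error, 2 arrays against 2), -0.19 ± 1.93 with proteinase K and -1.43 ± 1.93 with Qiagen protease, SOD1 at -0.39 ± 1.04, -0.18 ± 1.04 and -0.28 ± 1.04, TSA1 at -0.58 ± 1.96, -0.14 ± 1.96 and -2.79 ± 1.96, and HSP104 at -0.14 ± 1.00, -0.46 ± 1.00 and 2.14 ± 1.00. Ribosomal protein genes had medians of 0.1, -0.15 and -2.24. With Qiagen protease the heat shock and chaperone list stood at 1.07, 25 of 31 above 0 (set adjusted p = 0.000512, or 0.985 with an estimated correlation); Qiagen treated array 2 correlated at 0.184 with its replicate and at 0.772 with a stationary buffer array. Genes at least 2-fold higher in the mean were 179 of 2509, 39 of 2556 and 480 of 2510.

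Limma called 0 genes with each protease; 5, 0 and 51 genes were higher and 29, 1 and 33 lower at an unadjusted p under 0.05. The exponential arrays correlate with T0 arrays of the time courses at a mean of -0.352 across genes (144 pairs, -0.555 to 0.451).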

Lysates incubated with trypsin, proteinase K, Qiagen protease or buffer only prior to RNA isolation revealed that few, if any, transcripts were in a protease-labile complex in these cells (Figure 5, lanes 9 to 14; Additional data file 5). 

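Of the transport genes YRB2, STV1, VPS28, DSS4, SRO7 and SGE1, only DSS4, a guanine nucleotide exchange factor of secretion, had enough values here to be tested. It was at 1.91 ± 1.48 with trypsin (log2 fold ± standard error; limma adjusted p = 0.999), 1.66 ± 1.82 with proteinase K (adjusted p = 1) and 1.35 ± 1.82 with Qiagen protease (adjusted p = 0.988). In stationary lysates it was at 0.37 ± 1.48 with trypsin and 3.78 ± 1.82 with proteinase K. These come from 2 arrays against 2 with trypsin, while 1 array has the value in 1 of the groups for the other 3. Of 2461 genes tested with all 3 proteases in exponential lysates, 2 were at least 2-fold higher with both trypsin and proteinase K.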

Of the 16 transcripts that were common to trypsin- and proteinase K-treated lysates, six, *YRB2*, *STV1*, *VPS28*, *DSS4*, *SRO7*, and *SGE1*, encode proteins involved in intracellular transport and establishment of cellular localization. 

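Both genes that were at least 2-fold higher with trypsin and proteinase K in exponential lysates were so with Qiagen protease as well, so 2 genes were higher with all 3, out of 177, 36 and 465 among the genes tested with each. No gene passed limma with any of the 3.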

The small group of transcripts that increased after treatment with all three proteases (five genes), suggests that only a few genes are protease labile in these cells. The differences in transcripts that increase after treatment with the three proteases suggests that, if protease-labile, extraction-resistant mRNAs are present in dividing cells, the complexes may be more heterogeneous. 

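More genes lay at least 2-fold lower than higher in exponential lysates: 546 with trypsin, 142 with proteinase K and 634 with Qiagen protease. The median gene was lower by 0.26, 0.29 and 0.17 on the log2 scale. CCP1 was at -1.30 ± 0.91 with trypsin (log2 fold ± standard error, 2 arrays against 2), SOD2 at -1.35 ± 1.12 with Qiagen protease, and exponential growth markers had a median of -2.09 there (set adjusted p = 0.0257, or 0.985 with an estimated correlation). Translation factor genes lay below 0 in all 26 with Qiagen protease, with a median of -1. Treated arrays 1 and 2 of that group correlated at only 0.184.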

Many transcripts show small decreases in abundance with protease treatment that could result from a relatively small change in the mRNA to total RNA ratio in these samples after protease treatment. We concluded from these results that extraction-resistant mRNA, which provides a major pool of mature mRNA in cells from stationary phase cultures, plays a small role, if any, in mRNA pools in non-stressed cells from exponentially growing cultures.

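The effect of each protease in stationary lysates was set against its effect in exponential lysates. For RPL38 the difference was 6.36 ± 2.73 with trypsin (log2 ± standard error, 2 arrays in each of the 4 conditions; limma adjusted p = 0.247), 3.82 ± 2.73 with proteinase K and 2.42 ± 2.73 with Qiagen protease; for TSA1 it was 3.99 ± 2.77, 4.62 ± 2.77 and 2.05 ± 2.77, and for SOD1 1.85 ± 1.47, 2.96 ± 1.47 and 0.28 ± 1.46. The median gene differed by 2, 2.11 and 0.67. At least 2-fold differences went to the stationary side for 1611, 2030 and 1049 genes and to the exponential side for 246, 83 and 447. Some of these arrays do not look like their labels. Stationary proteinase K buffer array 2 correlated at 0.85 to 0.888 with exponential proteinase K arrays. Exponential Qiagen treated array 2 correlated at 0.772 with a stationary buffer array, and the stationary Qiagen pairs at only 0.122 and 0.129. For these 2 proteases the differences are therefore not a clean contrast of phases.

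Limma called 0 genes for each, with 460, 140 and 63 on the stationary side and 11, 3 and 35 on the exponential side at an unadjusted p under 0.05. With only the arrays of the groups compared 509 genes were higher and 8 lower for trypsin. From the protease results the paper concludes that extraction-resistant mRNA is a major pool in stationary cells and plays a small role, if any, in growing cells.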

### Hot phenol extraction in the absence of protease treatment does not solubilize the majority of protease-labile mRNA in cells from stationary phase cultures

Although our RNA isolation protocol, which includes an initial aqueous lysis step, allowed us to treat the lysates with proteases prior to protein precipitation, it was possible that a potentially more disruptive RNA isolation technique might solubilize these transcripts in the absence of protease treatment. To test this hypothesis we isolated total RNA from unstressed cells from stationary phase cultures using hot phenol and compared these results with RNAs isolated after trypsin treatment. 

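For this comparison RNA of unstressed stationary cells was isolated by the modified Gentra method, by hot phenol and after proteinase K, with 2 arrays each. The deposited linear ratios held 5423 to 6207 usable values in an array (median 5631). Array medians were close, from -0.01 to 0.45 on the log2 scale. Limma compared 4736 genes. Simulated 2-, 4- and 8-fold changes were recovered in 17.9, 67.2 and 90.9% of genes.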

Transcript abundance was quantified using both microarray analysis (Figure 6) and quantitative RT-PCR (Additional data file 6). When compared with our RNA isolation protocol, replicate analysis mRNA extracted with hot phenol revealed that a small percentage of transcripts were solubilized more effectively with hot phenol while a larger percentage of mRNA was isolated more efficiently in our protocol. 

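Higher with hot phenol were the glycerol transporter STL1 (3.83 ± 0.41, log2 fold ± standard error, 2 arrays against 2; limma adjusted p = 0.00944), the mitochondrial carrier SFC1 (3.43 ± 0.37), fructose bisphosphatase FBP1 (3.33 ± 0.20), PCK1 (2.60 ± 0.16), YGP1 (3.47 ± 0.24) and TIP1 (2.77 ± 0.20). Of 35 oxidative phosphorylation genes 24 rose and none fell (median 1.22, set adjusted p = 1.19e-29, or 1.43e-10 with an estimated correlation), and of 11 tricarboxylic acid cycle genes 6 rose. Lower were the iron and zinc uptake genes FIT3 (-3.30 ± 0.14) and ZRT2 (-2.69 ± 0.21), the phosphate transporter PHO84 (-2.67 ± 0.23), and AI3 and AI4, reading frames in introns of mitochondrial COX1 (AI4 at -2.61 ± 0.18). In these named genes the hot phenol arrays lay near the reference, and the Gentra arrays held most of the difference. Mean log2 ratios with hot phenol and Gentra were -0.19 and -3.53 for FBP1 and -0.27 and -2.87 for PCK1. They were -0.11 and 3.19 for FIT3 and -0.23 and 2.44 for PHO84. Whether hot phenol itself acted on these genes cannot be told from such values. Cytosolic ribosomal protein genes fell in 48 of 133 (median -0.86, set adjusted p = 5.84e-19, or 2.31e-07 with an estimated correlation), translation factor genes in 10 of 27 and ribosome biogenesis genes in 18 of 94 with 2 higher.

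In all 243 genes were higher with hot phenol and 432 lower. Centring each array turned the balance, to 348 higher and 257 lower, and without single arrays 0 to 858 were called.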

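Proteinase K against the Gentra method gave 809 genes higher and 508 lower of 4736 with limma, and against hot phenol 1296 higher and 526 lower. After centring the balance turned in both, to 519 and 707 and to 667 and 923. Higher than with Gentra were the phosphatase SDP1 (3.65 ± 0.82, log2 fold ± standard error, 2 arrays against 2), TFB4 of transcription factor H (3.44 ± 0.45), the cell cycle phosphatase MIH1 (3.38 ± 0.16), the silencing protein SIR4 (2.55 ± 0.46) and the kinase KIC1 (2.60 ± 0.20); higher than with hot phenol were ATG11 of autophagy (3.78 ± 0.71), UME1 (3.15 ± 0.30) and RIB1 of riboflavin synthesis (3.09 ± 0.16). DNA repair genes rose in 11 of 30 with 1 lower, and proteasome genes in 9 of 33 with 1 lower, against Gentra. Lower with proteinase K were ENO1 (-4.98 ± 0.15), ENO2 (-4.38 ± 0.16), TPI1 (-4.12 ± 0.50), TDH1 (-3.80 ± 0.15) and CUP1-1 (-4.13 ± 0.18) against Gentra. Glycolysis genes fell in 14 of 17 and cytosolic ribosomal protein genes in 114 of 133 against Gentra (medians -2.76 and -1.63), with set adjusted p = 3.67e-41 and 2.58e-20 with an estimated correlation.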

We concluded, after comparing mRNAs isolated by either protocol with transcripts isolated after proteinase K treatment, that neither protocol was as effective as the isolation including protease treatment. Quantitative RT-PCR corroborated these findings for a small number of transcripts (Additional data file 6). Although neither standard RNA isolation protocol was as effective as proteinase treatment, the differences between the two extraction protocols suggest that transcripts may bind to intracellular components with very different affinities and be extracted differentially by the two procedures.

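Set directly against hot phenol, proteinase K gave lower values for 25 of 35 oxidative phosphorylation genes (median log2 fold -1.92, set adjusted p = 4.24e-10 with an estimated correlation), for 15 of 17 glycolysis genes and for 47 of 133 cytosolic ribosomal protein genes with 2 higher, from 2 arrays of each. SDH3 (-4.33 ± 0.15 ± standard error), FBP1 (-4.31 ± 0.20) and TPI1 (-4.93 ± 0.50) were among them, with limma. Ribosome biogenesis genes rose in 35 with 5 lower and DNA repair genes in 12 with 2 lower. From the differences between the methods the paper proposes that transcripts may bind to cell components with different affinities.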

### mRNA released in response to oxidative stress was a subset of protease-labile mRNA

To determine the overlap between transcripts released after oxidative stress and proteinase K treatment, we compared transcripts from 30 minute and 1 minute oxidative stress time courses and after proteinase treatment of T_0 _samples (Figure 7). 

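With calls by limma no gene was higher with proteinase K, so 0 of the 884 genes higher at 1 min or 0.5 h were shared with it (2046 genes tested in all 3). At 2-fold or more in the means, with no test, 1200 of 1433 genes higher in either course were also higher with proteinase K, or 83.7%, where 75% of all genes were. TSA1, SOD1 and SOD2 are among genes with values above 0 in all 3 contrasts.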

Although there were transcripts exclusive to each treatment, 65% of all transcripts that increased in response to oxidative stress also increased after proteinase K treatment. 

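At 2-fold or more in the means, 974 genes were higher both at 1 min and with proteinase K, against 851 for independent lists (2222 genes; odds ratio 3.45, Fisher's exact p = 7.45e-34), and 1115 both at 0.5 h and with proteinase K, against 972 (2272 genes; odds ratio 4.03, p = 3.26e-44). These are 85.9% and 86% of the genes higher at 1 min and 0.5 h. All cytosolic ribosomal protein genes tested lay above 0 in each of the 3 contrasts. Fisher's test takes genes as independent, which genes of such families are not, and 3 of the 4 arrays labelled stationary proteinase K, all but buffer array 1, have profiles near exponential arrays.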

For both the 30 and 1 minute time courses, a significant number of transcripts that increased in response to oxidative stress also increased after proteinase K treatment (*p <*1 × 10^-15 ^for both). In contrast, only 45% of the transcripts that increased after proteinase K treatment of unstressed cells from stationary phase cultures also increased in response to oxidative stress. This is consistent with the earlier observation that many transcripts are present in a protease-labile form in cells two minutes after oxidative stress (Figure 5, lanes 3 and 4) and suggests that sequestered transcripts are present in these cells 30 minutes after oxidative stress.

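Of genes at least 2-fold higher with proteinase K, 58.4% were so at 1 min and 65.5% at 0.5 h, and 78.2% of 1535 in either course, leaving 21.8% in neither. Of all genes 70% were that high in either course. The median gene was itself higher in each of these contrasts, and such shifts raise each of these shares.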

### mRNA release was stress specific

Finally, to examine whether mRNA released from protein complexes is stress specific, we determined the overlap between transcripts that increased at least two-fold after oxidative stress (1 minute), temperature upshift (30°C to 39°C for 30 minutes), and proteinase K treatment (Figure 8) of stationary phase samples. 

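The upshift series has 32 arrays, 2 at each of 16 times from 30 to 480 min, and no T0 arrays of its own, so T0 of the 30 minute course on the same array design served as the control. The labels give minutes and do not name the treatment of these arrays; it is taken from the paper's experiments. Deposited linear ratios held 2644 to 5731 usable values in an array (median 4522.5), with 0.44 to 7.47% at or below 0. With a value in 80% of the arrays of both sets 3283 genes were tested with limma. Time and set of arrays change together in the test against T0, while the later times are compared within the series. The 2 arrays at 30 min match lysate arrays labelled stationary 2 min, in buffer (correlation 0.991) and with trypsin (0.994). Which labels are right is not known, so every comparison that uses 30 min carries this doubt.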

As seen above (Figure 7), a significant percentage of transcripts that increased after oxidative stress also increased after proteinase K treatment. Likewise, a significant percentage (52%, *p* = 9.58 × 10^-5^) of transcripts that increased after a temperature upshift (Additional data file 7) also increased after proteinase K treatment. 

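After 30 min of the upshift heat shock genes rose: 21 of 32 were called higher and none lower (29 adjusted over the list alone), with a median log2 fold of 2.78 and a set adjusted p of 3.64e-70, or 0.000323 with an estimated correlation. They include HSP82 (4.42 ± 0.64 ± standard error, 2 arrays against 6; limma adjusted p = 9.98e-06), the cochaperones CPR6 (4.09 ± 0.65) and SIS1 (3.73 ± 0.88), SSA2 (3.64 ± 0.85) and HSP104 (3.06 ± 0.73). The metallothionein genes CUP1-2 and CUP1-1 were highest (7.24 ± 0.90 and 7.03 ± 0.84), with CPR2 (5.88 ± 0.85), the RNA helicase RRP3 (5.44 ± 0.91) and NCP1 of sterol synthesis (5.32 ± 0.89). Ribosomal protein and oxidative stress defence genes had 0 calls (medians 0.25 and 0.17).

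In all 45 of 3283 genes rose and 0 fell, or 70 and 26 after centring, and without 1 array 2 to 52 were called. Of the 35 tested with proteinase K as well, 0 were called with it. By fold alone 227 of 364 upshift genes, or 62.4%, were also higher with proteinase K, fewer than the 270 of independent lists (odds ratio 0.508, Fisher's exact p = 4.38e-08).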

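The metallothionein genes CUP1-1 (5.67 ± 0.51 at 1 min, log2 fold ± standard error, 2 arrays against 6) and CUP1-2 (5.06 ± 0.49) and the disaggregase gene HSP104 (1.92 ± 0.54) were called higher by limma at 1 min of menadione as well as after the upshift. Of 2862 genes tested in both, 1036 were called higher at 1 min and 39 after the upshift, and 27 in both, against 14.1 for independent lists. Taken as 2-fold or more in the means, 269 genes were higher in both.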

Interestingly, only 45 transcripts were found to increase in response to both oxidative stress and a temperature upshift. This represented 16% and 5% of transcripts increased in response to temperature upshift and oxidative stress, respectively. 

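The 27 genes called in both are 69.2% of the upshift genes and 2.61% of those at 1 min, with an odds ratio of 4.04 and a Fisher's exact p of 3.07e-05. The 269 genes shared by fold alone stand beside 272 for independent lists (odds ratio 0.977, Fisher's exact p = 0.808). Across genes the log2 folds had a correlation of 0.063, where simulated data with only the T0 arrays shared had 0.239. With separate T0 arrays for each contrast 22 and 10 genes were shared in the 2 divisions, against 9.73 and 5.53 (Fisher's exact p = 3.04e-05 and 0.0364). The T0 arrays of these courses match one to one.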

The *p *value of 0.28 for this overlap indicated that transcripts released in response to oxidative stress and by temperature upshift showed no significant similarity. 

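By fold alone, 63.2% of 1462 genes higher with proteinase K were also higher at 1 min or after the upshift and 36.8% in neither (1969 genes tested in all 3, of which 58.9% were higher in either stress and 74.3% with proteinase K). With calls by limma 0 genes were higher with proteinase K, which leaves no share to give. Heat shock genes, high after the upshift, had HSP104 at 1.86 ± 1.00 with proteinase K (log2 fold ± standard error; limma adjusted p = 0.258).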

Consistent with earlier results, only 28% of proteinase K-labile transcripts increased in response to either stress; that is, 72% of the transcripts that increased in response to proteinase K treatment were not increased after either stress. From these results we concluded that: there is a large pool of protease-labile mRNA that are not released in response to either of the stresses tested here and that may be released in response to other environmental signals, such as re-feeding [14]; and protease labile mRNAs appear to be released from protein-mRNA complexes in a stress specific manner.

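Within the upshift series, falls between 30 min and 300 to 480 min include the hydrophilin genes GRE1 (-3.48 ± 0.61, log2 fold ± standard error, 14 arrays against 2, or 13 for SIP18 and CTA1; limma adjusted p = 0.00133) and SIP18 (-3.01 ± 0.67), GDH3 (-2.74 ± 0.48), the catalase CTA1 (-2.46 ± 0.58), the glutathione transferase GTT1 (-2.34 ± 0.53) and ACS1 (-2.23 ± 0.45). Of 17 stationary phase markers 4 fell (7 adjusted over the list alone; median -1.09, set adjusted p with an estimated correlation 0.541). No heat shock gene was called over all genes, 11 of 32 were higher adjusted over the list alone (median 1.31), and HSP104 was at 2.30 ± 0.68 (limma adjusted p = 0.127).

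In all 15 genes fell and 0 rose. With the replicate series as a block 47 genes were called, centred arrays gave 123 higher and 79 lower, and leaving out 1 replicate gave 0 to 7. From the overlaps the paper concludes that a large pool of protease-labile mRNA is not released by either stress, and proposes that release is specific to the stress.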

## Discussion

We found that yeast cells in stationary phase cultures exhibited a rapid, non-transcriptional response to oxidative stress resulting in the apparent increase in abundance of hundreds of transcripts. These mRNAs were present as intact messages that appear to be bound to protein in cells in stationary phase cultures. The extraction-resistant transcripts encode proteins that are known to be induced after oxidative stress, DNA repair, and ribosome processing and assembly. Although there is little translation occurring at this time [16], it seems likely that this response could lead to more rapid translation of stress-response proteins if a carbon source becomes available.

Rapid changes in transcript abundance in cells from stationary phase cultures have also been reported in response to other environmental signals. For example, by the first 5 or 10 minute time point after re-feeding cells in stationary phase cultures, there were significant increases in over 1,000 transcripts [14,36]. The major overlaps in RNAs that increased during both exit from stationary phase and in response to oxidative stress encoded ribosome processing proteins and ribosomal proteins. This response has not yet been shown to result from release of extraction-resistant mRNA and it was recently reported that inactive RNA polymerase II is positioned on many genes that are induced early during exit from stationary phase [37]. We believe that the rapid response in cells from stationary phase cultures after re-feeding is likely to be a combination of very fast transcript release and subsequent transcription. We hypothesize that specific transcript release in cells in stationary phase cultures is a mechanism to allow cells that have very low metabolic rates to respond as quickly as possible to environmental conditions, in preparation for the activation of transcription and translation.

Interestingly, there is a 40% overlap between transcripts that increase by 1 minute in this study and transcripts that increase by the first time point (10 minutes) after oxidative stress in exponential cells [38]. Because we found little evidence for extraction resistant mRNA in exponential cells, the rapid increase in mRNA abundance in the study of Gasch *et al. *[38] is likely the result of transcription. We hypothesize, based on the overlap between these data sets and the observation that RNA polymerase II is positioned on the promoters of many of these genes in stationary phase [37], that the cell is programmed to increase the abundance of this group of transcripts in response to stress under any condition. When cells are growing, increased transcription would lead to induction of these transcripts, whereas in stressed cells, sequestration and transcript release would allow increases in 'apparent' transcript abundance.

Previously, increases in transcript abundance in response to stress have always been assumed to be the result of transcription and decreases the result of decreased transcription and/or increased turnover. For example, when transcripts decrease after the diauxic shift or when the Tor pathway is inhibited, it was assumed to result from mRNA degradation [39,40]. mRNA sequestration has not generally been considered to be a major factor in the dynamics of mRNA abundance. Approximately half of the transcripts that increase after proteinase K treatment of T_0 _samples also decrease after the diauxic shift as cultures enter stationary phase [37,38]. Thus, our results provide another hypothesis for these observations, that inactivation of TOR1 or cAMP-dependent protein kinase (PKA) or both, which is required at the diauxic shift during the post-diauxic phase [1] stimulates the accumulation of mRNA in RNA-protein complexes in stationary phase cultures.

Two known protein-mRNA complexes could be involved in mRNA sequestration in cells from stationary phase cultures: stress granules and P-bodies. Stress granules, not previously identified in *S. cerevisiae*, are protein-RNA complexes that accumulate in response to various stresses, including oxidative stress in mammalian and plant cells [33]. These granules, which have been studied primarily microscopically, are cytoplasmic, accumulate pre-initiation complexes that contain as much as 50% of the total poly(A)^+ ^RNA in a cell, and decrease in abundance within 60 to 90 minutes when translation rates increase and conditions become favorable for growth [41,42].

P-bodies have been identified in *S. cerevisiae *and accumulate in yeast cells in stationary phase cultures [43]. Although P-bodies are generally considered to be sites of mRNA decapping and deadenylation [44], they have been hypothesized to be sites of mRNA storage [34]. P-bodies are similar to mammalian stress granules in that there is a direct correlation between their appearance and abundance and the rate of translation. P-bodies have recently been shown to increase significantly in size as cultures enter stationary phase [43] and contain mRNA that can be released from protein complexes and re-enter translation [45]. Thus, it is likely that P-bodies are the site of mRNA sequestration in cells in stationary phase cultures. Although these two complexes have been studied for many years, this is the first genomic evidence for the extent and specificity of mRNA sequestration in P-bodies in yeast and the rate at which transcripts can be released from these complexes.

In conclusion, the ability of yeast cells in stationary phase cultures to respond to stress in the absence of added nutrients by releasing extraction resistant mRNAs provides important insight into the physiology of quiescent cells and the dynamics and regulation of stress responses. It also leads to further questions about the specificity, regulation, and development of this response. Finally, it underscores the potential significance of investigating cellular processes and responses during other, less-studied stages of the life cycle.

## Materials and methods

### Website

Supplemental information and more detailed protocols are available at [46].

### Growth conditions

*MATα *S288c (*his3 leu2-3*, *112 lys2 trp1 ura3-52*) cells were grown in YPD+A (1% yeast extract, 2% peptone, 2% D-glucose, and 0.04 mg/ml adenine) with aeration at 30°C for 7 days (to OD_600 _20-24). Rapidly dividing (exponential) cells were collected after overnight growth (OD_600 _1-2) under the same conditions.

### Cell harvesting

Cells from stationary phase and exponentially growing cultures were collected to serve as a common reference for all experiments. Several cell samples were taken prior to exposure to menadione to serve as a T_0 _reference. For oxidative stress menadione was added from a 500 μM stock to a final concentration of 50 μM. For the 30 minute time interval time course, cells were collected by pipette every 30 minutes for 8 hours. Cell viability was constant for at least 8 hours after exposure to this concentration of menadione (data not shown). For the second time course, an automated-sampling device [31] was used to collect cells at 1 minute intervals for 35 minutes, with a final time point at 1 hour. For both time courses, cells were harvested and analyzed in duplicate by microarrays. For temperature upshift, cultures were grown to stationary phase at 30°C, shifted to 39°C, and cells harvested by pipette every 30 minutes for 8 hours.

### Experimental design

A random block design [47] was used to eliminate artificial sources of periodicity that may be introduced due to specific, constant ordering of time course samples during RNA isolation, cDNA labeling or hybridization, as well as to avoid confounding factors throughout the experiment. In a randomized block design, each time course is treated as a single block and samples within a time course were randomized for RNA isolation and re-randomized for both cDNA labeling and hybridization.

### RNA isolation

For RNA isolation (Additional data file 8), a modified Gentra protocol was used. Briefly, 20 OD_600 _of cells from exponential phase or 30 OD_600 _of cells from stationary phase cultures were lysed at 4°C in 300 μl of Cell Lysis Solution (Gentra, Minneapolis, MN, USA) using 0.5 mm glass beads (Sigma, St Louis, MO, USA) and a mechanical bead beater (Biospec Products, Bartlesville, OK, USA) at 4,800 rpm. Lysis was carried out in 6, 30-second bursts alternating with 30 seconds on ice. Samples were spun at 13,000 × *g *for 3 minutes at 4°C. After centrifugation, 100 μl of Protein-DNA Precipitation Solution (Gentra) was added to the supernatant and samples were incubated on ice for 5 minutes. Protein-DNA precipitate was pelleted at 13,000 × *g *for 3 minutes at 4°C. RNA was precipitated using 300 μl 100% isopropanol and pelleted by centrifugation. After centrifugation, RNA was resuspended in DEPC (diethylpyrocarbonate)-treated H_2_O and a phenol-chloroform (5:1) 'back extraction' was performed (Ambion, Austin, TX, USA). RNA was precipitated overnight in 0.1 volume of 0.5 M NH_4_OAc and 2.5 times the volume of 100% ethanol and subsequently purified using a Qiagen RNeasy kit (Qiagen, Alameda, CA, USA). RNA quality was evaluated using a Bioanalyzer 2100 (Agilent, Palo Alto, CA, USA).

For hot phenol extractions, 30 OD_600 _of cells from stationary phase cultures were resuspended in 1 ml of sodium acetate buffer (50 mM sodium acetate, 10 mM EDTA, 0.1% SDS) and an equal amount of saturated phenol (Fisher Scientific, Pittsburgh, PA, USA) at 65°C. Samples were incubated at 65°C for 10 minutes, with vortexing every 1 minute for 10 seconds. Samples were spun for 10 minutes. The aqueous phase was then transferred to 1 ml of saturated phenol, vortexed for 1 minute and spun for 10 minutes. After the previous step was repeated the aqueous phase was transferred to 1 ml of chloroform (Sigma), vortexed for 45 seconds, and spun for 5 minutes. RNA was precipitated with 0.1 volume of 3 M Na Ac pH 5.2 and 2 times the volume of 100% ethanol at -20°C for 1 hour. RNA was pelleted by centrifugation, washed with 70% ethanol, and RNA was resuspended in DEPC-treated H_2_O. RNA quality was evaluated using a Bioanalyzer 2100 (Agilent).

### Array printing and slide treatment

UltraGAPS slides (Corning, Corning, NY, USA) were printed using an OmniGrid 100 Arrayer (GeneMachines, San Carlos, CA, USA) with SMP4 printing pins (TeleChem, Sunnyvale, CA, USA). The yeast genomic oligonucleotide set (containing 70-mers corresponding to 6,307 open reading frames; Qiagen) was resuspended in 3× SSC to a final oligonucleotide concentration of 40 μM, and used to print the slides.

During printing, the relative humidity was maintained between 50% and 52% and the ambient temperature was maintained between 21°C and 23°C. After printing, slides were UV cross-linked at 90 mJ in a UV Stratalinker 1800 (Stratagene, La Jolla, CA, USA) and baked at 80°C overnight. For validation and quality control, slides were scanned after pre-hybridization treatment (see below) to screen for spot-localized contamination [48]; SYBR green II staining (Invitrogen, Carlsbad, CA, USA) was used to test for DNA binding; and reproducibility experiments to test slide-to-slide reproducibility were carried out prior to and in each experiment. Typically, slide-to-slide standard deviation was in the range of 0.08 log_2 _units for expression ratios.

### Preparation of labeled cDNA

A modified direct-labeling protocol [49] was used to fluorescently label cDNA with Cy3-dCTP or Cy5-dCTP (Amersham Biosciences, Piscataway, NJ, USA) using the Corning Microarray Technologies (CMT) Yeast Array 9/00 protocol (Corning; Additional data file 9). Total RNA (20 μg) from experimental samples were reverse transcribed to cDNA labeled with Cy5. A common reference sample RNA (20 μg of stationary phase and exponential RNAs combined at a 1:1 ratio) was reverse transcribed to cDNA labeled with Cy3 and pooled after labeling. A pooled sample of the common reference was optimized to maximize the number of genes hybridized and reduce variability throughout the array [50] and was used for all experiments. The use of a common reference allows all experimental information to be analyzed in relationship to the same reference, allowing better normalization [51].

For within-slide normalization, 10 ng of *Arabidopsis thaliana CAB *mRNA (Stratagene) was added to each labeling reaction to be used. Because we use a common reference and all the experimental information is in Cy5-labeled cDNA, even if the CAB mRNA labels slightly differently using Cy3 or Cy5, the normalization is consistent throughout the experiment.

### Pre-hybridization and hybridization

Slides were pre-hybridized in a 250 ml glass Coplin jar for 1 to 2 hours at 42°C in a freshly prepared solution containing 50% formamide, 5× SSC, 0.1% SDS and 0.1 mg/ml bovine serum albumin fraction V (Sigma; Additional data file 10). The slides were rinsed several times with ddH_2_O, dipped in 100% ethanol, and dried under a 30 psi stream of N_2 _gas. Prior to hybridization, 22 × 30 mm Lifterslip coverslips (Erie Scientific, Portsmouth, NH, USA) were cleaned in a solution of 1 M KOH and 50% ethanol, rinsed with ddH_2_O and dried with 30 psi of N_2 _gas.

The hybridization buffer contained 50% formamide (Sigma), 5% dextran sulfate (Sigma), 5× SSC, 0.1% SDS, 0.1 mg/ml bovine serum albumin fraction V (Sigma), and 100 μg/ml salmon sperm DNA (Invitrogen). For all hybridizations, reference samples were labeled and pooled prior to hybridization. Each labeled experimental sample was combined with an aliquot of the labeled reference sample and dried down in a vacuum centrifuge.

The combined reactions for each slide were resuspended in 35 μl hybridization buffer, incubated at 95°C for 5 minutes, centrifuged for 30 seconds, and applied to the center of the coverslip that was subsequently positioned to cover the printed section of the slide. Slides were sealed in CMT hybridization chambers (Corning) and incubated at 42°C for at least 16 hours on a rocking platform. After hybridization, slides were washed as previously described [48] and subsequently dried using a 30 psi stream of N_2 _gas.

### Microarray scanning and data analysis

All scans were performed with 100% laser power and photomultiplier tube (PMT) settings of 630 to 700 for the 635 nm laser and 430 to 500 for the 532 nm laser using Axon 4000B (Axon Instruments, Union City, CA, USA). These settings provided the maximum signal to noise ratio while reducing the number of saturated spots on each array. Grids used to define spot circumference, location, and identity were made and aligned using GenePix Pro 6.0 (Axon Instruments). All microarray data have been submitted to Gene Expression Omnibus series accession number GSE3729.

### Evaluation of correlation between biological and technical replicates

An ANOVA measurement model was used to determine variance between six independent biological and technical replicates of T_0 _samples (Additional data file 11). The analysis showed a standard deviation for log_2 _ratios of 0.08 for both biological and technical replicates, indicating that a change in gene expression greater than 1.6-fold could be viewed as statistically significant with a Type I error (or false positive rate) of ≤ 0.01.

### Quantitative RT-PCR analysis

Primers were designed using Primer Express (ABI, Foster City, CA, USA) and total RNA was reverse transcribed using either oligo-dT or random hexamers as primers. The two types of primers were used to determine whether transcripts lacking a poly(A)+ tail were present in total RNA isolated from unstressed, stationary phase samples. Quantitative RT-PCR reactions contained SYBR Green PCR Master Mix (ABI), forward and reverse primers (0.6 μM each), and a cDNA template (10 ng). Reactions were done in triplicate (technical replicates) for each sample and exogenous *A. thaliana *RNA (Stratagene) was used as a control (Additional data file 12). The cycle threshold (C_T_) value for each reaction was determined using the ABI Prism 7000 SDS software package (ABI). C_T _values were used to calculate the mean fold change of the reactions via the  method, for which 1 indicates no change in abundance [52]. For this experiment, the mean fold change was the difference in abundance in random hexamer-primed cDNA compared with the abundance in oligo-dT-primed cDNA.

### Protease treatments

After bead beating samples were centrifuged at 13,000 × *g *for 3 minutes at 4°C to remove cell debris. Cell-free lysates were divided into 2 tubes and incubated on ice for 1 hour with either 17 mg/ml trypsin in 0.9% (w/v) NaCl (Invitrogen), 14 mg/ml proteinase K in 10 mM Tris pH 7.5 (Qiagen), 11 mg/ml Qiagen protease in 10 mM Tris pH 7.5 (Qiagen), or 10 mM Tris pH 7.5 alone. After incubation, the RNA isolation for both samples was completed as described above. To visually evaluate the extent of protein digestion under these conditions, proteins isolated from protease-treated and control samples were separated by electrophoresis on a 10% TBE polyacrylamide gel (Bio-Rad, Hercules, CA, USA; Additional data file 4). All experiments were done in duplicate, using biological replicates. Microarray analysis showed that RNA isolated from samples incubated in buffer for 1 hour at 4°C were essentially identical to samples processed immediately (R^2 ^= 0.97).

### RNA polymerase II mutant

*MAT*a (*ura3-52 rpb1-1*) RNA polymerase II temperature-sensitive mutant [35], parental *MATα *(*ura3-52*), and wild-type S288c cells were grown to stationary phase (10 days) with aeration in 100 ml of YPD+A at 24°C. Prior to exposure to menadione, all strains were incubated for 3 hours at 36°C (non-permissive conditions for *rpb1-1*) prior to the collection of T_0 _samples. Oxidative stress was induced using menadione as described above and samples from *rpb1-1*, parental and S288c cultures were harvested at 2 and 30 minutes after exposure.

### Statistical analysis of transcript abundance

A normal approximation to Fisher's exact test [53] was used to generate a *p* value for testing the association between membership on two sets of gene lists.

## Additional data files

The following additional data are included with the online version of this article. Additional data file 1 is a gene list from the 30 minute interval time course. Additional data file 2 is a gene list from the 1 minute interval time course. Additional data file 3 is a gene list from the polymerase II mutant data set. Additional data file 4 contains SDS-PAGE images. Additional data file 5 provides gene lists from the protease treatments. Additional data file 6 is a graph of the quantitative RT-PCR experiments. Additional data file 7 is a gene list from the temperature upshift experiment. Additional data file 8 describes in detail the RNA isolation protocol. Additional data file 9 describes in detail the labeling protocol. Additional data file 10 describes in detail the hybridization protocol. Additional data file 11 provides a detailed description of the ANOVA measurement model. Additional data file 12 describes in detail the quantitative RT-PCR protocol.

## Supplementary Material

Additional data file 1 Gene list from 30 minute interval time course. Click here for file

Additional data file 2 Gene list from 1 minute interval time course. Click here for file

Additional data file 3 Gene list from polymerase II mutant data set. Click here for file

Additional data file 4 SDS-PAGE images. Click here for file

Additional data file 5 Gene lists from protease treatments. Click here for file

Additional data file 6 Graph of quantitative RT-PCR. Click here for file

Additional data file 7 Gene list from temperature upshift. Click here for file

Additional data file 8 Detailed description of the RNA isolation protocol. Click here for file

Additional data file 9 Detailed description of the labeling protocol. Click here for file

Additional data file 10 Detailed description of the hybridization protocol. Click here for file

Additional data file 11 Detailed description of the ANOVA measurement model. Click here for file

Additional data file 12 Detailed description of the quantitative RT-PCR protocol. Click here for file

## Figures and Tables

**Figure 1:**
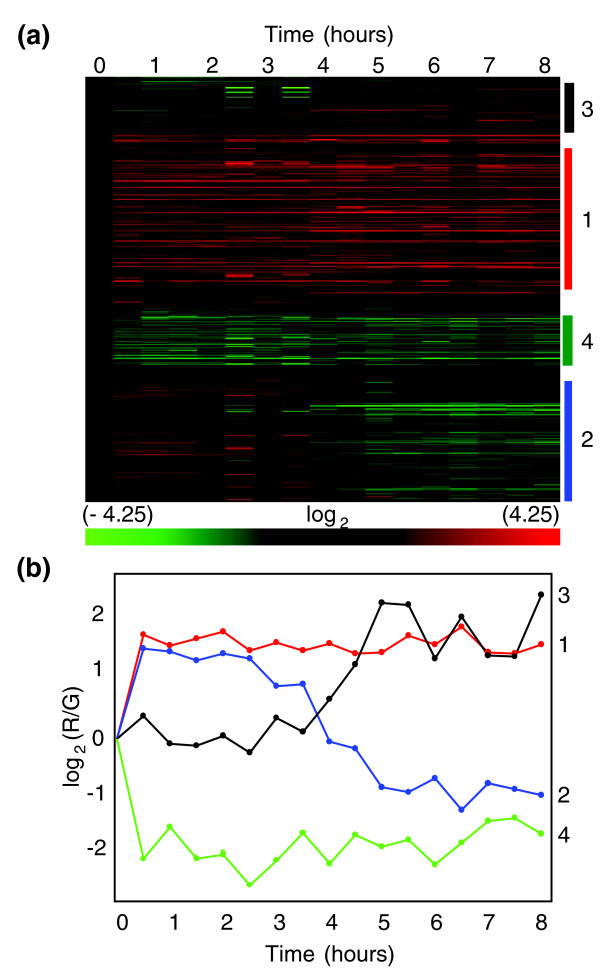
Time course at 30 minute intervals in cells from stationary phase cultures exposed to 50 μM menadione. **(a) **Heat map of results from unsupervised, hierarchical clustering (Pearson's centered, average-linkage) of approximately 2,800 transcripts. Microarrays were of samples taken at 30 minute intervals over 8 hours. The color scale at the bottom indicates the log_2 _values of changes in mRNA abundance. **(b) **Median values for the four major temporal patterns of gene expression identified on the right side of the heat map in (a). RNA was isolated using the modified Gentra method described in Materials and methods.

**Figure 2:**
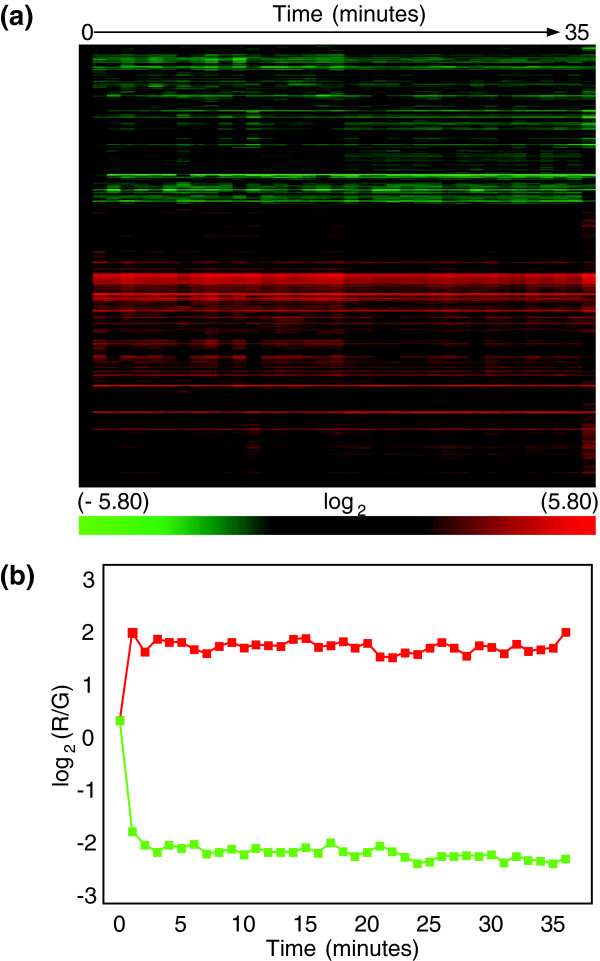
Time course at 1 minute intervals in cells from stationary phase cultures exposed to 50 μM menadione. **(a) **Heat map of results from unsupervised hierarchical clustering (Pearson's centered, average-linkage) of approximately 2,000 transcripts from samples harvested at 1 minute intervals for 35 minutes with an additional sample taken at one hour. **(b) **Median values for the two major temporal patterns of changes in mRNA abundance plotted from the median values of mRNAs clustered in (a). RNA was isolated using the modified Gentra method described in Materials and methods.

**Figure 3:**
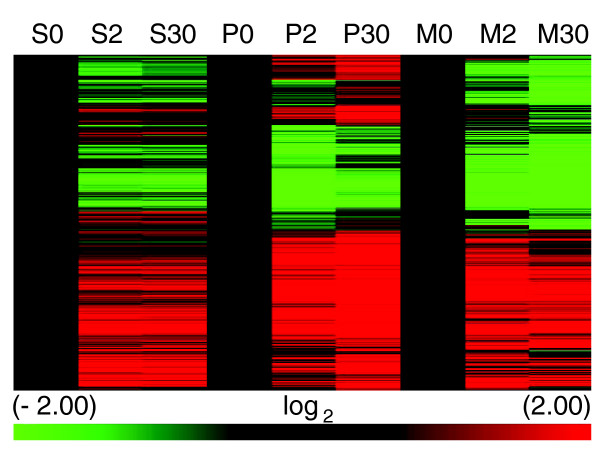
Time course of gene expression in wild type (S), parental (P), and *rpb1-1 *mutant (M) stationary phase cultures exposed to 50 μM menadione for 0, 2, and 30 minutes. Heat map of results from unsupervised hierarchical clustering (Pearson's centered, average-linkage). Approximately 1,000 transcripts were included in this analysis. Samples were taken at T_0_, T_2_, and T_30 _minutes after exposure to 50 μM menadione. The color scale at the bottom indicates the log_2 _values for changes in mRNA abundance.

**Figure 4:**
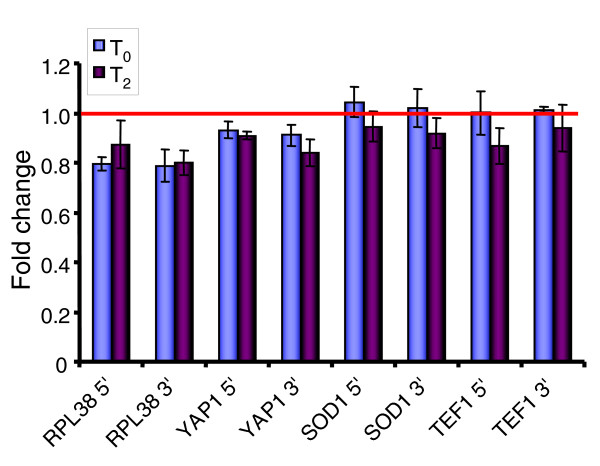
Quantitative RT-PCR analysis to detect presence of non-adenylated transcripts in T_0 _samples and samples 2 minutes after oxidative stress (T_2_). cDNA was synthesized using oligo-dT (to identify polyadenylated transcripts) or random hexamer primers. To determine if 5' or 3' ends of transcripts were more abundant, primer pairs were made to amplify 3' or 5' ends of each of four transcripts. Fold change represents the difference in abundance of 5' or 3' ends of transcripts in cDNAs synthesized using random hexamers versus oligo-dT primers. Measurements were obtained by quantitative RT-PCR and error bars represent the standard deviation of three measurements. The red horizontal bar at Fold Change = 1 indicates no difference in transcript abundance between oligo-dT-primed cDNA and random hexamer-primed cDNA. If non-adenylated transcripts were present, Fold Change > 1 would be expected.

**Figure 5:**
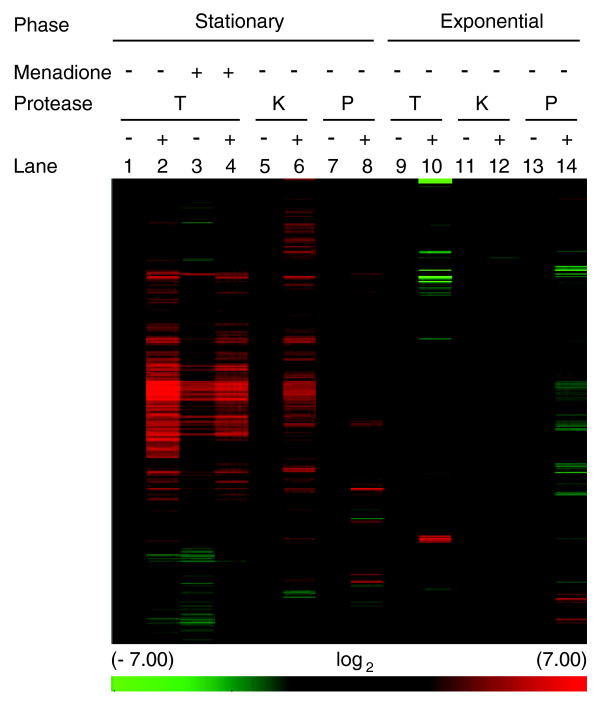
mRNA abundance in samples treated with or without protease. Unsupervised hierarchical clustering (Pearson's centered, average-linkage) of approximately 3,800 transcripts. Samples were incubated with buffer alone (-) or protease (+): trypsin (T), proteinase K (K), Qiagen protease (P). Results were normalized to untreated samples (lanes 1, 5, 7, 9, 11, or 13). Lanes 1 to 8: samples from stationary phase cultures. Lanes 3 and 4: stationary phase samples 2 minutes after treatment with menadione (+). Lanes 9 to 14: exponential samples treated with or without protease. The color scale at the bottom represents the log_2 _values for changes in mRNA abundance.

**Figure 6:**
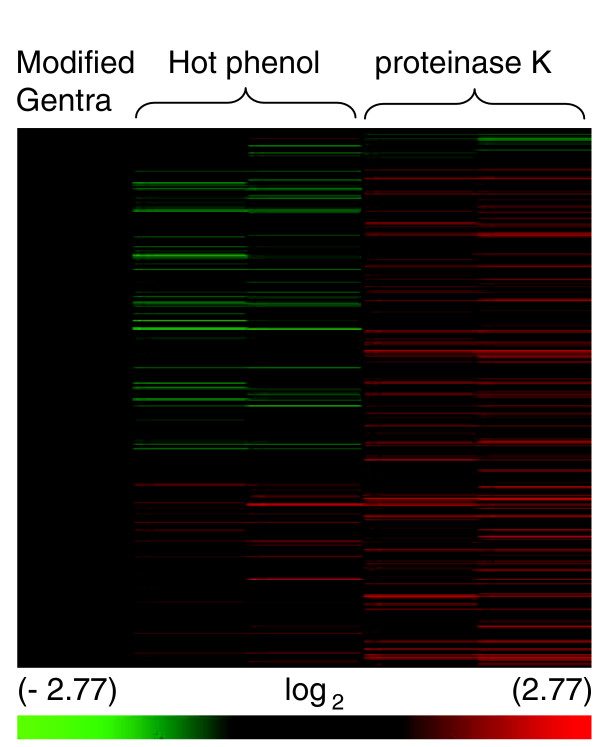
mRNA abundance in samples isolated using two different RNA isolation methods or treated with proteinase K. Unsupervised hierarchical clustering (Person's centered, average-linkage) of approximately 4,000 transcripts. RNA was isolated from unstressed cells from stationary phase cultures using the modified Gentra isolation method, hot phenol, or treated with proteinase K. Results were normalized to samples isolated using our RNA isolation method. Biological replicates for each RNA isolation method are shown. The color scale at the bottom represents the log_2 _values for changes in mRNA abundance.

**Figure 7:**
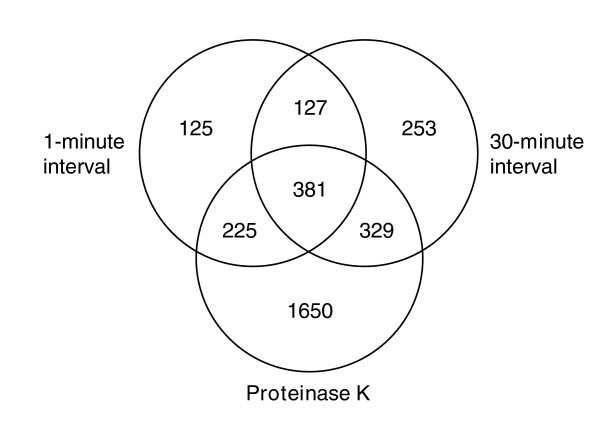
Venn diagram of transcripts that increased after oxidative stress or proteinase K treatment of T_0 _cell lysates. Transcripts were evaluated that had a ≥2-fold increase in abundance by 1 and 30 minutes after oxidative stress or after proteinase K treatment. Transcripts were also required to have good spots in 80% of the time points.

**Figure 8:**
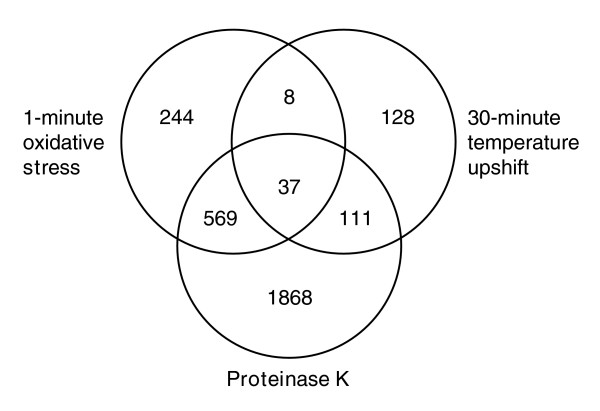
Venn diagram of transcripts that increased by 1 minute after oxidative stress, 30 minutes after temperature upshift, or after proteinase K treatment of T_0 _cell lysates. Transcripts used for this analysis were filtered as described in Figure 7.

## References

[B1] Gray JV, Petsko GA, Johnston GC, Ringe D, Singer RA, Werner-Washburne M (2004). "Sleeping beauty": Quiescence in *Saccharomyces cerevisiae*.. Microbiol Mol Biol Rev.

[B2] Werner-Washburne M, Braun E, Johnston GC, Singer RA (1993). Stationary phase in the yeast *Saccharomyces cerevisiae*.. Microbiol Rev.

[B3] Giots F, Donaton M, Thevelein J (2003). Inorganic phosphate is sensed by specific phosphate carriers and acts in concert with glucose as a nutrient signal for activation of the protein kinase A pathway in the yeast *Saccharomyces cerevisiae*. Mol Microbiol.

[B4] Wolkow CA (2002). Life span: getting the signal from the nervous system.. Trends Neurosci.

[B5] Bevers MM, Izadyar F (2002). Role of growth hormone and growth hormone receptor in oocyte maturation.. Mol Cell Endocrinol.

[B6] Fu LN, Lee CC (2003). The circadian clock: Pacemaker and tumour suppressor.. Nature Reviews Cancer.

[B7] Parrish NM, Dick JD, Bishai WR (1998). Mechanisms of latency in *Mycobacterium tuberculosis*.. Trends Microbiol.

[B8] Vulic M, Kolter R (2001). Evolutionary cheating in *Escherichia coli *stationary phase cultures.. Genetics.

[B9] Sanchez Y, Taulien J, Borkovich KA, Lindquist S (1992). Hsp104 is required for tolerance to many forms of stress.. EMBO J.

[B10] Bissinger PH, Wieser R, Hamilton B, Ruis H (1989). Control of *Saccharomyces cerevisiae *catalase T gene (*CTT1*) expression by nutrient supply via the RAS-cyclic AMP pathway.. Mol Cell Biol.

[B11] Longo V, Gralla EB, Valentine JS (1996). Superoxide dismutase activity is essential for stationary phase survival in *Saccharomyces cerevisiae*.. J Biol Chem.

[B12] Grant CM, Collinson LP, Roe J-H, Dawes IW (1996). Yeast glutathione reductase is required for protection agains oxidative stress and is a target gene for yAP-1 transcriptional regulation.. Mol Microbiol.

[B13] Jamieson DJ (1998). Oxidative stress responses of the yeast *Saccharomyces cerevisiae*.. Yeast.

[B14] Martinez MJ, Roy S, Archuletta AB, Wentzell PD, Santa Anna-Arriola S, Rodriguez AL, Aragon AD, Quinones GA, Allen C, Werner-Washburne M (2004). Genomic analysis of stationary phase and exit in *Saccharomyces cerevisiae*: Gene expression and identification of novel essential genes.. Mol Biol Cell.

[B15] Paz I, Meunier JR, Choder M (1999). Monitoring dynamics of gene expression in yeast during stationary phase.. Gene.

[B16] Fuge EK, Braun EL, Werner-Washburne M (1994). Protein-synthesis in long-term stationary phase cultures of *Saccharomyces cerevisiae*.. J Bacteriol.

[B17] Gutierrez PL (2000). The metabolism of quinone-containing alkylating agents: Free radical production and measurement.. Front Biosci.

[B18] Zadzinski R, Fortuniak A, Bilinski T, Grey M, Bartosz G (1998). Menadione toxicity in *Saccharomyces cerevisiae* cells: Activation by conjugation with glutathione.. Biochem Mol Biol Int.

[B19] Kuge S, Jones N, Nomoto A (1997). Regulation of yAP-1 nuclear localization in response to oxidative stress.. EMBO J.

[B20] Maris AF, Assumpcao ALK, Bonatto D, Brendel M, Henriques JAP (2001). Diauxic shift-induced stress resistance against hydroperoxides in *Saccharomyces cerevisiae *is not an adaptive stress response and does not depend on functional mitochondria.. Curr Genet.

[B21] Carmel-Harel O, Storz G (2000). Roles of the glutathione- and thioredoxin-dependent reduction systems in the *Escherichia coli *and *Saccharomyces cerevisiae *responses to oxidative stress.. Annu Rev Microbiol.

[B22] Kwon M, Chong S, Han S, Kim K (2003). Oxidative stresses elevate the expression of cytochrome c peroxidase in *Saccharomyces cerevisiae*.. Biochim Biophys Acta.

[B23] Maclean MJ, Aamodt R, Harris N, Alseth I, Seeberg E, Bjoras M, Piper PW (2003). Base excision repair activities required for yeast to attain a full chronological life span.. Aging Cell.

[B24] Lee KH, Kim DW, Bae SH, Kim JA, Ryu GH, Kwon YN, Kim KA, Koo HS, Seo YS (2000). The endonuclease activity of the yeast *DNA2 *enzyme is essential *in vivo*.. Nucleic Acids Res.

[B25] Fikus MU, Mieczkowski PA, Koprowski P, Rytka J, Sledziewska-Gojska E, Ciesla Z (2000). The product of the DNA damage-inducible gene of *Saccharomyces cerevisiae, DIN7*, specifically functions in mitochondria.. Genetics.

[B26] Finley D, Özaynak E, Varshavsky A (1987). The yeast polyubiquitin gene is essential for resistance to high-temperatures, starvation, and other stresses.. Cell.

[B27] Wilson TE (2002). A genomics-based screen for yeast mutants with an altered recombination/end joining repair ratio.. Genetics.

[B28] Goebl MG, Yochem J, Jentsch S, McGrath JP, Varshavsky A, Byers B (1988). The yeast cell cycle gene *CDC34 *encodes a ubiquitin-conjugating enzyme.. Science.

[B29] Bailly V, Lauder S, Prakash S, Prakash L (1997). Yeast DNA repair proteins *RAD6 *and *RAD18 *form a heterodimer that has ubiquitinconjugating, DNA binding, and ATP hydrolytic activities.. J Biol Chem.

[B30] Voges D, Zwickl P, Baumeister W (1999). The 26S proteasome: A molecular machine designed for controlled proteolysis.. Annu Rev Biochem.

[B31] Aragon AD, Quinones GA, Allen C, Thomas J, Roy S, Davidson GS, Wentzell PD, Millier P, Jaetao JA, Rodriguez AL (2005). An automated, pressure-driven sampling device for harvesting from liquid cultures for genomic and biochemical analyses.. J Microbiological Methods.

[B32] Richter JD (1999). Cytoplasmic polyadenylation in development and beyond.. Microbiol Mol Biol Rev.

[B33] Kedersha N, Anderson P (2002). Stress granules: sites of mRNA triage that regulate mRNA stability and translatability.. Biochem Soc Trans.

[B34] Coller J, Parker R (2004). Eukaryotic mRNA decapping.. Annu Rev Biochem.

[B35] Nonet M, Scafe C, Sexton J, Young R (1987). Eucaryotic RNA polymerase conditional mutant that rapidly ceases mRNA synthesis.. Mol Cell Biol.

[B36] Newcomb L, Diderich J, Slattery M, Heideman W (2003). Glucose regulation of *Saccharomyces cerevisiae *cell cycle genes.. Eukaryotic Cell.

[B37] Radonjic M, Andrau JC, Lijnzaad P, Kemmeren P, Kockelkorn TTJP, van Leenen D, van Berkum NL, Holstege FCP (2005). Genome-wide analyses reveal RNA polymerase II located upstream of genes poised for rapid response upon *S. cerevisiae *stationary phase exit.. Mol Cell.

[B38] Gasch AP, Spellman PT, Kao CM, Carmel-Harel O, Eisen MB, Storz G, Botstein D, Brown PO (2000). Genomic expression programs in the response of yeast cells to environmental changes.. Mol Biol Cell.

[B39] Choder M (1991). A general topoisomerase I-dependent transcriptional repression in the stationary phase of yeast.. Genes Dev.

[B40] Albig A, Decker C (2001). The target of rapamycin signaling pathway regulates mRNA turnover in the yeast *Saccharomyces cerevisiae*.. Mol Biol Cell.

[B41] Anderson P, Kedersha N (2002). Stressful initiations.. J Cell Sci.

[B42] Kedersha N, Cho MR, Li W, Yacono PW, Chen S, Gilks N, Golan DE, Anderson P (2000). Dynamic shuttling of TIA-1 accompanies the recruitment of mRNA to mammalian stress granules.. J Cell Biol.

[B43] Teixeira D, Sheth U, Valencia-Sanchez MA, Brengues M, Parker R (2005). Processing bodies require RNA for assembly and contain nontranslating mRNAs.. RNA.

[B44] Sheth U, Parker R (2003). Decapping and decay of messenger RNA occur in cytoplasmic processing bodies.. Science.

[B45] Brengues M, Teixeira D, Parker R (2005). Movement of eukaryotic mRNAs between polysomes and cytoplasmic processing bodies.. Science.

[B46] Extraction-resistant mRNAs from Stationary phase Cultures. http://biology.unm.edu/biology/maggieww/Public_Html/aragon/ROX.htm.

[B47] Addelman S (1969). The generalized randomized block design.. Am Statistician.

[B48] Martinez MJ, Aragon AD, Rodriguez AL, Weber JM, Timlin JA, Sinclair MB, Haaland DM, Werner-Washburne M (2003). Identification and removal of contaminating fluorescence from commercial and in-house printed DNA microarrays.. Nucleic Acids Res.

[B49] Hegde P, Qi R, Abernathy K, Gay C, Dharap S, Gaspard R, Hughes JE, Snesrud E, Lee N, Quackenbush J (2000). A concise guide to cDNA microarray analysis.. Biotechniques.

[B50] Sterrenburg E, Turk R, Boer JM, van Ommen GB, den Dunnen JT (2002). A common reference for cDNA microarray hybridizations.. Nucleic Acids Res.

[B51] Yang YH, Dudoit S, Luu P, Lin DM, Peng V, Ngai J, Speed TP (2002). Normalization for cDNA microarray data: a Robust composite method addressing single and multiple slide systematic variation.. Nucleic Acids Res.

[B52] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(T)(-Delta Delta C) method.. Methods.

[B53] Fisher RA (1935). The logic of inductive inference.. J Roy Stat Soc Series A.

[B54] US Department of Energy Genomics: GTL Program. http://www.doegenomestolife.org.

[B55] Genomes to Life Project. http://www.genomes2life.org.

[B56] Cleveland WS (1979). Robust locally weighted regression and smoothing scatterplots.. J Am Stat Assoc.

# Supplementary material for: Release of extraction-resistant mRNA in stationary phase Saccharomyces cerevisiae produces a massive increase in transcript abundance in response to stress
**Source:** Genome Biol. 2006 Feb 8;7(2):R9. doi: 10.1186/gb-2006-7-2-r9

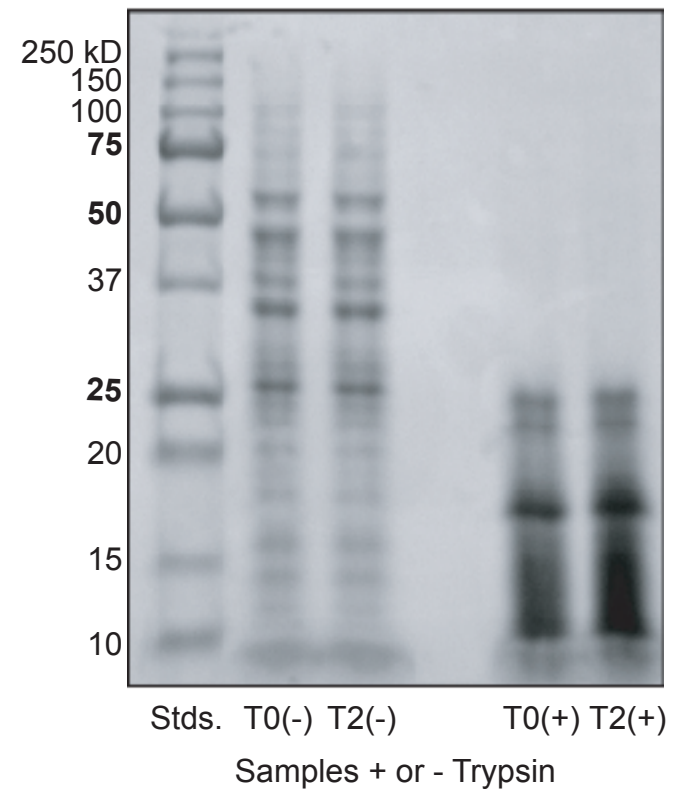

Samples Stationary Phase (SP) or Exponential (EX)
+ or – Trypsin (T), or Qiagen Protease (P), or Proteinase K (K)

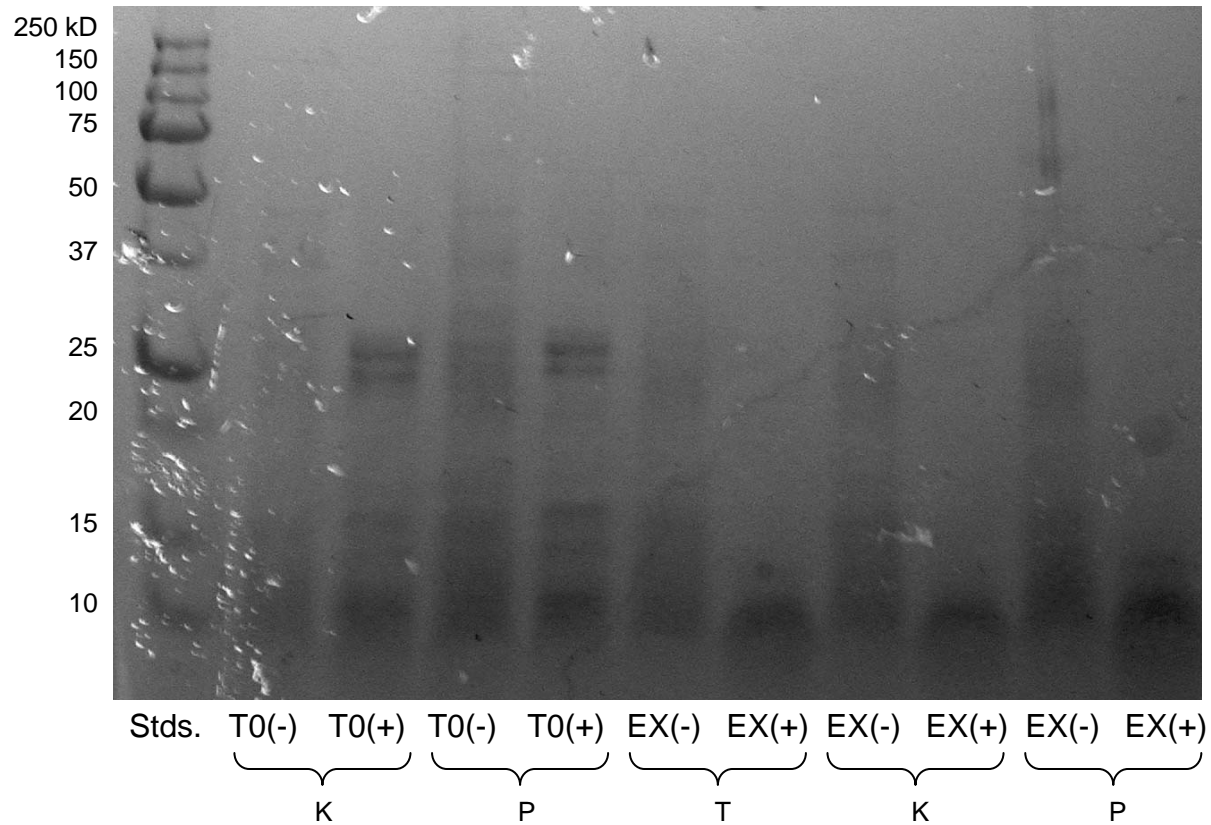

**Supplement:** Additional data file 4 — SDS-PAGE images.

# Supplementary material for: Release of extraction-resistant mRNA in stationary phase Saccharomyces cerevisiae produces a massive increase in transcript abundance in response to stress
**Source:** Genome Biol. 2006 Feb 8;7(2):R9. doi: 10.1186/gb-2006-7-2-r9
**Supplement:** Additional data file 6 — Graph of quantitative RT-PCR.

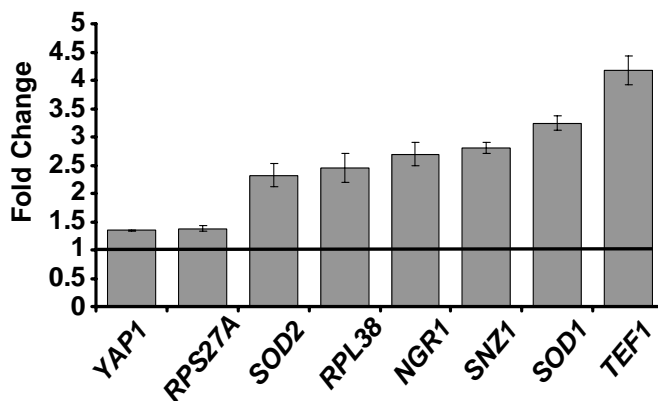

Fold change in the abundance of 8 transcripts between trypsin-treated extracts and extracts obtained with hot phenol. Fold change represents the difference in abundance between samples treated with trypsin during total RNA extraction versus total RNA extracted using hot phenol. Measurements were obtained by quantitative RT-PCR. Error bars represent the standard deviation of 3 measurements. The dark, horizontal bar at Fold Change = 1 indicates no change in transcript abundance. Values greater than 1 indicate a higher abundance of mRNA in the trypsin treated samples.

# Supplementary material for: Release of extraction-resistant mRNA in stationary phase Saccharomyces cerevisiae produces a massive increase in transcript abundance in response to stress
**Source:** Genome Biol. 2006 Feb 8;7(2):R9. doi: 10.1186/gb-2006-7-2-r9
**Supplement:** Additional data file 9 — Detailed description of the labeling protocol.

# Labeling Protocol

## A. Synthesis of cyanine-labeled cDNA

1. Program a thermocycler as follows:

### Program CMT

| Temperature | Time   | Reaction                                    |
|-------------|--------|---------------------------------------------|
| 70°C        | 10 min | Denaturation of template RNA                |
| 4°C         | 5 min  | <b>Can pause thermocycler at this point</b> |
| 23°C        | 10 min | Annealing of primer to RNA                  |
| 42°C        | 2 h    | Extension of cDNA chain                     |
| 4°C         | hold   |                                             |

2. Depending on the RNA template, prepare the appropriate RNA/primer annealing mix on ice:

### For Total RNA Templates

|                           |                    |
|---------------------------|--------------------|
| Total RNA                 | 20 µg              |
| Oligo(dT) primer          | 2 µl (stock 1µ/µl) |
| <i>A. thaliana</i> spikes | 1µl                |
| Nuclease-free water to:   | 23 µl (total vol.) |

### For mRNA Templates

|                           |        |
|---------------------------|--------|
| mRNA                      | 1.5 µg |
| Random primers (9-mers)   | 3.3 µg |
| <i>A. thaliana</i> spikes | 1µl    |
| Nuclease-free water to:   | 23 µl  |

3. Place tubes in the thermocycler and initiate the cycling program. **The *A. thaliana* spikes should be at a final concentration of 0.25ng/µl per reaction for each spike.**
4. Perform this step and the next during incubation of the RNA/primer mix. Prepare working stock of dNTPs having the following concentrations: 0.5 mM dATP, dGTP, dTTP, and 0.25 mM dCTP in DEPC-H<sub>2</sub>O.
5. Keeping all reagents on ice, add in the following order (if performing multiple cDNA synthesis reactions, a single labeling mix for each dye can be prepared by scaling up the volumes proportionally):

### Labeling Master Mix:

5 X first-strand buffer  
0.1 M DTT  
dNTPs (from working stock prepared in step A4)

### Cy3™ labeling

8 µl  
4 µl  
2 µl  
**14µl**

1 mM FluoroLink™ Cy3™-dCTP or Cy5™-dCTP  
SuperScript™ II Reverse Transcriptase (200 U/µl)

1 µl  
2 µl

6. Initiate the cDNA synthesis reaction by adding in the following order: the labeling mix, dye, and SSII RT from step A5 to the RNA/primer mix of step A3, during the initial 5 minute hold at 4°C. The final reaction volume of the reaction is **40 µl**. Continue the thermocycler program (10 min at 23°C followed by 2 h at 42°C).
7. To the labeling reaction from step A6 add 1 µl of RNase H (2 U/µl) and 0.5 µl of RNase A (3.2 U/µl). Incubate at 37°C for 15 min.

## B. Probe Purification

1. Transfer labeling reactions to 1.5ml E-tubes to perform the precipitation and cleanup.
2. To precipitate the labeled cDNA, add 4 µl of 3 M sodium acetate, pH 5.2, to the 41.5-µl cDNA-synthesis reaction from step B2, mix briefly, then add 100 µl of 100% ethanol. Briefly mix the contents of the tube and incubate at –20°C for at least 30 min. The cDNA may be stored at –20°C for

- up to one week. This is a good stopping point if the purification procedure cannot be completed within the day. Following incubation at  $-20^{\circ}\text{C}$ , centrifuge at  $12,000 \times g$  for at least 30 min to pellet the cDNA.
3. Carefully remove the supernatant and dissolve the pellet in 40  $\mu\text{l}$  of DEPC treated water. Add 4  $\mu\text{l}$  of 3 M sodium acetate, pH 5.2, and 200  $\mu\text{l}$  of QIAquick™ Buffer PB. Incubate at  $37^{\circ}\text{C}$  for 15 min (incubation at  $95^{\circ}\text{C}$  for 30 sec is sometimes necessary to fully dissolve the pelleted cDNA).
  4. Place a QIAquick™ column in a 2-ml collection tube. If combining several labeling reactions, keep in mind that these columns have a binding capacity of approximately 10  $\mu\text{g}$ . For the purpose of purification, assume a yield of 1  $\mu\text{g}$  of cDNA per reaction. Apply the cDNA/Buffer PB mixture to the center of the column.
  5. Centrifuge column at 14,000 rpm for 60 sec in a microcentrifuge.
  6. Discard flow-through and place column back in the collection tube.
  7. Add 600  $\mu\text{l}$  of QIAquick™ Buffer PE to the column. Centrifuge at 14,000 rpm for 1 min or until buffer has passed through column.
  8. Discard flow-through and place column back in the collection tube.
  9. Repeat steps C6 and C7 once more for a total of two 600- $\mu\text{l}$  washes with Buffer PE.
  10. Centrifuge the column for 2 min at 14,000 rpm to dry off the ethanol.
  11. Place the column in a clean 1.5-ml microfuge tube. Apply 35  $\mu\text{l}$  of elution buffer (we recommend the use of distilled water with pH adjusted to 8.0 by addition of a small volume of NaOH) preheated to  $37^{\circ}\text{C}$  to the center of the resin bed and let stand for 1 min.
  12. Centrifuge column at 14,000 rpm for 1 min.
  13. Repeat the elution step with a second 35  $\mu\text{l}$  of elution buffer (see C10). Optionally, DTT can be added to the eluate at a final concentration of 1 mM, to stabilize the cDNA.

Note: The QIAquick™ PCR columns eliminate single-stranded DNA molecule less than 200 nucleotides long (100 bp for double-stranded DNA). Failure to remove these small fragments from the probe may result in higher backgrounds.

### C. Determination of the Frequency of Incorporation of Fluorescent Nucleotide into the Probe

The frequency of incorporation (FOI) is defined as the number of labeled nucleotides incorporated per 1,000 nucleotides of cDNA. Use the following formulae to calculate the FOI:

**Amount of cDNA (ng) =  $A_{260} \times 37 \times \text{total volume of probe } (\mu\text{l})$  (Usually 70 $\mu\text{l}$ )**

**Total pmol of dye incorporated =**

for Cy3™-cDNA:  $A_{550} \times \text{total volume of probe} / 0.15$

for Cy5™-cDNA:  $A_{650} \times \text{total volume of probe} / 0.25$

**FOI = pmol of dye incorporated  $\times 324.5$  / ng of cDNA**

Note: Measurements should be done using undiluted probe directly in an ultra microcuvette. The probe should not be diluted for spectrophotometry because of its low initial concentration. Diluting the probe prior to assay may give inaccurate readings because of the low absorbance. The probe used for spectrophotometry should be recovered from the cuvette and used in the hybridization reaction. Clean the cuvette thoroughly between samples with 0.1 N HCl and nuclease-free water to prevent cross contamination.

How the deposited data were processed for this re-analysis (not part of the article)

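The arrays measured RNA of yeast against a common reference on spotted 70-mer oligonucleotides, 219 arrays in 7 sets: menadione courses sampled every 30 min (38 arrays), every minute (78) and every 10 s (25), RNA polymerase II strains (12), lysates with proteases (28), isolation methods (6) and a temperature upshift (32). Conditions were taken from the sample labels. The labels of the 30 minute, 1 minute and upshift sets do not name the treatment, which was taken from the paper's description of each set. No condition was taken from values or from the order of the samples.

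The authors labelled sample RNA with Cy5 and a pooled reference of stationary and exponential RNA with Cy3, and their methods state that Arabidopsis CAB RNA was added for normalization. For the 10 second course the deposited values are log2 ratios that the authors normalized to added control RNA, per the labels. For the other sets the deposited values are linear ratios of background-subtracted Cy5 to Cy3, and it is not stated whether the normalization is in them. The test had been planned for log2 ratios. Linear values were therefore taken to log2, with values at or below 0 and marker values for an unusable denominator treated as missing. Probes of a gene were averaged on the log2 scale. The arrays are of 2 designs, with 6979 probes (143 arrays, 5710 genes) and 6819 probes (76 arrays, 5691 genes). The T0 arrays of the 1 minute course are on the second design and its treated arrays on the first.

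Arrays held medians of 5392.5 usable values in the 1 minute course, 5009 in the 30 minute course, 5940 in the 10 second course, 4456 in the lysate set, 4242.5 in the polymerase set, 5631 in the isolation set and 4522.5 in the upshift set. Intensities and backgrounds were not among the values used, so signal over background was not computed.

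Conditions were compared with limma 3.58.1 in R 4.3.3 (linear model of cell means for each set, moderated by empirical Bayes). Genes were tested with a value in at least 80% of the arrays of the set and in each group compared. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 2-fold, and the words rose and fell are kept for called genes. Named genes are the 10 largest rises and falls of each comparison among called genes that passed filters for complete values and consistent replicates. Added to them are the largest called members of each gene list in each direction, without these filters, and the genes the paper names. Genes of the paper were known from it beforehand. There were 20 gene lists, written from general knowledge of yeast genes and from names in the paper. Each was tested against the other genes with limma's competitive set test at a preset correlation of 0.01 and with an estimated correlation, and its members were also adjusted over the list alone. Overlaps were tested with Fisher's exact test. Figures were drawn with Python 3.11.15, NumPy 2.4.6 and Matplotlib 3.10.9.

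The fits were tested on simulated data with 200 changed genes in each comparison. Shared controls were simulated 200 times. Array levels were compared by permutation with 100000 resamples. Whether equal replicate numbers mark the same series was checked by the correlation of their deviations. In the 30 minute course all 15 pairs of times lay over 0.1 (0.158 to 0.655), and the number was used there as a mark of a series; the labels give only the numbers. The methods handle each time course as a single block, so the number was taken as the series in the 1 minute course and the upshift too, though not every pair of times lay over 0.1 there and the labels do not say it; this was decided after the values with the block had been seen. The main fits did not use the series, and took successive times of a course as independent. The methods call the protease experiments biological replicates, and the legend of Fig. 6 says the same of the isolation set. The methods name biological and technical replicates of T0 samples without saying which array is which. For the remaining arrays separate cultures are not stated, and p-values with them measure the spread between arrays only.

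Alternatives, most of them set before the data were examined, were centring each array on its median, a value in every array, robust moderation, a fold threshold with no test, only the arrays compared, replicates left out in turn and the replicate number as a block. Quantitative RT-PCR and gels have no deposited values and were left out. The published gene lists were used as far as the copies at hand hold them, and some of these copies are incomplete.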

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

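The tests in this part were chosen after the results were seen. Of 24 checks for a single array far from its group, on 3 groups of T0 arrays with 8 measures, 2 marked an array, and chance marks about 1 in 20.

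Array 1 of the T0 group of the 30 minute course stood apart from the others, with a median log2 ratio of -1.59 against -0.196 to 0.548. Array 2 of the same group stood apart in the level of ribosome biogenesis genes, -1.04 against -0.68 to -0.47.

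Groups moved in opposite directions at 2 min: cytosolic ribosomal protein genes had a median log2 fold of -3.36 in S288c, -1.32 in the parental strain and 1.35 in rpb1-1, and the difference between strains was not tested for the list. The S288c array at 2 min has the values of an array at 2 min of the 1 minute course, where the same list stood 2.01 above the T0 arrays of that course, so the direction depends on which T0 arrays are used.

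The 10 second course is data the paper does not analyse. Against T0, 1260 genes were called at 10 to 60 s, 2618 at 70 to 120 s and 3412 at 130 to 180 s. Without T0 arrays 4 and 5 they were 222, 1241 and 2629, and with each array centred 4, 18 and 60; with only the arrays compared in the fit 1 gene was called at 10 to 60 s. Of 100 splits of the arrays, the real split included, 1 gave as many calls in each window. The highest of the others gave 165, 1771 and 2519. The splits take the arrays as exchangeable, but the array median increased with time in this course (Pearson r = 0.709). They therefore do not exclude a drift with time that is unrelated to menadione. Nor do they test the level of whole arrays or the choice of T0 arrays.

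Of the 4 arrays labelled stationary proteinase K, 3 look like exponential arrays, and buffer array 1 does not (mean correlation 0.137). Buffer array 2, which got no protease, correlated with exponential proteinase K arrays at 0.85 or more and with other stationary buffer arrays at 0.394 or less, as it would if it held RNA of another sample. Its ribosomal protein genes lay 0.39 above the mean of the treated arrays on the log2 scale, each from its array median, but the array was picked out for such a profile, so this excludes nothing. Whether release by proteinase K explains the treated arrays stays open: stationary phase markers differed from buffer array 1 by -2.99, but the level of whole arrays differs too. A wrong label may account for buffer array 2, and no biological explanation was tested for it.

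Ribosomal protein genes stood above other genes at 1 min. The T0 arrays are on another array design than the treated arrays, and T0 arrays on the treated arrays' design ranged over 6.32 on the log2 scale for these genes, so a difference between sets of arrays cannot be told apart from the treatment. The 10 second course, on that design, stood 0.17 above T0 arrays 1, 2, 3 and the unnumbered one (exact permutation p = 0.0518). Those T0 arrays already lay at -1.26 to -0.97 from the array median, above the arrays at 1 min (-2.71 to -2.33). T0 arrays 4 and 5, left out here, lay at 1.68 and 1.71. This course therefore cannot decide whether menadione gave a rise of the size at 1 min. The treatment stays open as an explanation.

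Whole arrays had higher levels after menadione than at T0. In the 30 minute course the means differed by 1.12 (permutation p = 0.00047), and in the 10 second course by 1.2 (permutation p = 3e-05). The permutation takes all arrays as independent, while the treated arrays of the 30 minute course are taken as 2 series. T0 arrays that match between the 30 minute and 1 minute courses differed in level by -1.058 to 0.75 with no treatment. These p-values therefore do not exclude differences in level between single arrays. In the 1 minute course such differences stay open too (0.38, permutation p = 0.075). A labelling or normalization step common to the treated arrays cannot be told apart from a rise of mRNA as a share of total RNA: with centring 57.2% of genes called at 0.5 h were higher, but centring itself fixes that share near an even split.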

How the results depend on the processing

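The settings without matching arrays, without the S288c arrays, without T0 arrays 4 and 5 and without single T0 arrays of 1 strain were chosen after the data were seen. Of the counts under alternatives, 221 stayed within 1.5 times the reported count and 116 did not; the cause was not tested except where a setting tests fewer genes or arrays. Robust moderation (limma) moved none of them by that much. Among named genes under alternatives 4264 values kept their direction and their side of the threshold, 766 kept the direction and lost the call, 177 gained it, and UBI4 at 5 to 8 h against T0 turned with centring to -0.03 (limma adjusted p = 0.927). For gene lists these were 844, 121 and 39, and 108 of the lists that lost their call did so with an estimated correlation between genes. Values at or below 0 were lost in up to 37.94% of an array of the lysate set, and signal over background was not available.

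Centred arrays gave 970 for 5 to 8 h, 606 for 5 to 8 h against 0.5 h, 12 for 19 to 35 against 2 to 18 min, 489 for S288c, 457 for the parental strain, 484 for the 3 strains, 16 for rpb1-1 minus parental, 96 for the upshift at 30 min, 202 for the late upshift, 4 for 10 to 60 s, 18 for 70 to 120 s, 60 for 130 to 180 s, 126 for genes shared by 1 min and 0.5 h, 139 for the early kept pattern, 284 for the late pattern, 232 for the lower pattern and 0.443 for the T0 spread of the 30 minute course. With a value in every array of the groups compared, so fewer genes, they were 787 for 5 to 8 h, 4 for 2 to 35 min against 1 min, 1 for 19 to 35 against 2 to 18 min, 20 for the 3 strains, 337 for trypsin and 8 for the late upshift. With only the arrays compared, so fewer arrays for the spread, they were 0 for S288c, 748 for trypsin, 8 for exponential proteinase K, 517 for trypsin by phase, 2 for the late upshift and 1 for 10 to 60 s.

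Taken as at least 2-fold with no test they were 2396 for 0.5 h, 1032 for 5 to 8 h against 0.5 h, 2283 for 1 min, 830 for 2 to 35 min against 1 min, 1013 for S288c, 1057 for the parental strain, 863 for rpb1-1, 732 for the 3 strains, 984 for rpb1-1 minus parental, 1765 for trypsin, 1989 for proteinase K, 978 for Qiagen protease, 1407 for 2 min in buffer, 1537 for trypsin at 2 min, 861 for 2 min in trypsin, 1642 for menadione minus trypsin, 725 for exponential trypsin, 181 for exponential proteinase K, 1114 for exponential Qiagen protease, 1857 for trypsin by phase, 2113 for proteinase K by phase, 1496 for Qiagen protease by phase, 1013 for hot phenol against Gentra, 640 for the upshift at 30 min, 546 for the late upshift, 1352 for genes shared by 1 min and 0.5 h, 974 for genes shared by 1 min and proteinase K, 1115 for genes shared by 0.5 h and proteinase K, 227 for genes shared by upshift and proteinase K, 269 for genes shared by 1 min and upshift, 834 for genes shared by trypsin and 2 min and 239 for genes shared by the 3 strains.

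With the replicate number as a block they were 417 for 5 to 8 h against 0.5 h, 156 for 2 to 35 min against 1 min, 738 for trypsin, 1 for proteinase K, 375 for trypsin by phase and 47 for the late upshift, and the block moved no other count it was run for by over 1.5 times. The methods handle each time course as a block, and in the time courses the replicate mark is taken as the course. Correlations of equal numbers had medians of 0.388 over 35 pairs of times in the 1 minute course (34 over 0.1), 0.279 over 15 in the upshift (12), 0.016 over 7 pairs in the lysate set (1, at 0.931 for trypsin at 2 min) and -0.036 over 3 in the isolation set (0), and in these last sets equal numbers are taken to share only a number. For the lysate set the methods divide lysates between tubes, but no source says which treated and buffer arrays share a lysate.

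Without the S288c arrays the count was 16 for the 3 strains. Without the arrays that match upshift arrays counts were 698 for trypsin, 8 for proteinase K, 493 for 2 min in buffer, 176 for trypsin by phase, 2 for proteinase K by phase, 3 for genes shared by 1 min and proteinase K, 2 for genes shared by 0.5 h and proteinase K and 391 for genes shared by trypsin and 2 min. Without T0 arrays 4 and 5 of the 10 second course they were 222 for 10 to 60 s and 1241 for 70 to 120 s.

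Leaving out 1 replicate at a time gave these ranges, with a lone array assumed to vary like the other groups: 0.5 h 113 (without 0.5 h replicate 2) to 148 (without 0.5 h replicate 1), 5 to 8 h 937 (without replicate 2) to 2017 (without replicate 1), 5 to 8 h against 0.5 h 3 (without replicate 1) to 24 (without replicate 2), 1 min 849 (without 1 min replicate 1) to 886 (without 1 min replicate 2), 2 to 35 min against 1 min 1 (without replicate 1) to 183 (without replicate 2), 19 to 35 against 2 to 18 min 1 (without replicate 1) to 113 (without replicate 2), S288c 2 (without S288c T0 replicate 2) to 4 (without S288c T0 replicate 1), the parental strain 0 to 1 (without parental T0 replicate 1), rpb1-1 30 (without rpb1-1 T0 replicate 2) to 517 (without rpb1-1 T0 replicate 1), the 3 strains 0 (without parental T0 replicate 2) to 536 (without rpb1-1 T0 replicate 2), rpb1-1 minus parental 0 to 303 (without rpb1-1 T0 replicate 1), trypsin 0 to 537 (without buffer replicate 2), proteinase K 0 to 602 (without buffer replicate 2), 2 min in buffer 0 to 238 (without 2 min replicate 2), trypsin at 2 min 0 to 1 (without treated replicate 2), menadione minus trypsin 0 to 29 (without 2 min buffer replicate 1), trypsin by phase 0 to 5 (without buffer replicate 2), proteinase K by phase 0 to 3 (without treated replicate 2), hot phenol against Gentra 0 (without hot phenol replicate 1 or hot phenol replicate 2) to 858 (without Gentra replicate 2), the upshift at 30 min 2 (without 30 min replicate 2) to 52 (without 30 min replicate 1), the late upshift 0 (without replicate 2) to 7 (without replicate 1). Leaving out a T0 replicate number in all strains of the polymerase set was planned and was not run, since no residual degrees of freedom were left.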

Differences from the paper's values

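The settings in this part were set before the data were examined. Counts here use an adjusted p and a fold, while the paper states at least 2-fold and no test for most of its lists.

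In the 30 minute course the paper gives 474 transcripts in group 2, 475 in group 3 and 170 in group 4, against 114, 966 and 8 genes of the matching patterns here. Centring each array gave 127, 284 and 232. Of these only the 232 of group 4 lay within 1.5 times the paper's value, the margin used in this part. The paper gives its group 4 a 4-fold change, and the median fold of its members was 1.03 here and 2.38 with centring, both beyond that margin.

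For transcripts higher in all strains at 2 min the paper gives 267. Here the count was 0, with centring 0 and with a value in every array 0. At least 2-fold with no test it was 239, which lies within the margin. The paper's text states no threshold for this count.

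For trypsin at T0 the paper gives about 2,100 transcripts. Here 0 were called, also with centring, with robust moderation and without treated replicate 1, treated replicate 2 or buffer replicate 1. Counts of 334 with a value in every array, 744 with only the arrays compared and 536 without buffer replicate 2 stayed beyond the margin, as did the count with the replicate number as a block, and 1521 at least 2-fold with no test lay within it. The paper's highest increase is 128-fold, and the highest value here was 658, which was 155 with centring (within the margin), 1140 with only the arrays compared, 698, 729, 395 and 2110 without single arrays, and 658 in the other settings (all beyond it).

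In exponential lysates the paper gives 16 transcripts shared by trypsin and proteinase K and 5 shared by all 3 proteases. Here both counts were 0, also with centring and with a value in every array, and 2 and 2 at least 2-fold with no test. No setting came within the margin.

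The paper gives 65% of transcripts higher with oxidative stress and 52% of those higher after the upshift as also higher with proteinase K. Here both were 0, since no gene was called with proteinase K; the upshift share was 0 with centring and with a value in every array as well. At least 2-fold with no test they were 83.7 and 62.4%, both within the margin. Of all genes in the first comparison 75% were that high with proteinase K. The upshift share is fewer genes than independent lists give (227 against 270), while the paper calls its share significant, so the margin does not show the same result there. Of transcripts higher with proteinase K, the paper gives 45% as also higher with oxidative stress, 28% with either stress and 72% with neither. No value could be formed from calls, and at least 2-fold with no test they were 78.2, 63.2 and 36.8%, all beyond the margin.

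For oxidative stress and upshift together the paper gives 45 transcripts, 16% of the upshift and 5% of the oxidative stress transcripts, and a p of 0.28. Here the values were 27, 69.2%, 2.61% and 3.07e-05. With centring they were 25, 41%, 4.63% and 4.63e-05, with a value in every array 22, 73.3%, 2.92% and 0.000542, and at least 2-fold with no test 269, 52%, 17.9% and 0.808. Of the counts and shares only the 4.63% lies within the margin. For a p-value the margin says little: at 2-fold with no test the overlap was not significant (Fisher's exact p = 0.808), as in the paper (0.28).

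The paper gives a standard deviation of 0.08 log2 units between T0 replicates. The median over genes was 0.803 in the 30 minute course and 0.481 in the 1 minute course, or 0.443 and 0.415 with centring, none within the margin. The paper takes it from an ANOVA model, and the values here are standard deviations of 6 arrays.

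The paper states that trypsin brings lysates at 2 min to the level of trypsin-treated lysates at T0; here cytosolic ribosomal protein genes were lower in the treated lysates at 2 min by a median log2 fold of -2.13, with 1 of 126 above 0, while the median of all genes was -0.18 and that of oxidative phosphorylation genes 1.49, with 34 of 35 above 0, and no gene was called. The 2 treated arrays at 2 min correlated at -0.197 with each other.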

Other observations

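The splits of arrays, the comparisons of array sets and the settings without matching arrays or without T0 arrays 4 and 5 in this part were chosen after the results were seen. Within 10 to 60 s of menadione, AEP1, needed for a mitochondrial ATP synthase transcript, rose by 2.90 ± 0.41 (log2 fold ± standard error, 6 arrays against 6; limma adjusted p = 0.000637), or 2.45 without T0 arrays 4 and 5 (limma adjusted p = 0.00203). The Rieske protein gene RIP1 rose by 3.02 ± 0.82 (limma adjusted p = 0.00861), and without these T0 arrays was at 1.42 and not called. With only the arrays compared in the fit, AEP1 was the 1 gene called in this window. At 70 to 120 s RIP1 was at 4.03 with SPT10 (3.64) and WHI2 (3.50), and at 130 to 180 s at 3.88 with PAM16 of mitochondrial import (3.36); without the 2 arrays these were called at 2.42, 3.66, 2.82, 2.27 and 3.00. Oxidative phosphorylation genes rose in 31, 34 and 36 of 36 in the 3 windows, but in 1, 13 and 30 without T0 arrays 4 and 5, where their medians (0.59, 0.91 and 1.25) lay near those of all genes (0.5, 0.87 and 1.17). The list's rise above other genes therefore rests on those 2 arrays, in which it stood at -0.95 and -0.85 from the array median against 1.71 to 1.9 in the other T0 arrays. Glycolysis genes rose in 0, 1 and 3 of 17.

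The median gene was higher by 0.83, 1.21 and 1.50 in the windows, and the array median increased with time (19 arrays, Pearson r = 0.709, permutation p = 0.00058). Centred, 1 gene was higher and 3 lower, then 10 and 8, and 18 and 42, and RIP1 was called in no window, nor SPT10 and WHI2 in the second. AEP1 in the first window, RPN11 (2.28), GSY1 (3.36) and MRPL10 (3.50) in the second, and PAM16, RPN11 (2.76), GSY1 (3.28) and MRPL10 (3.41) in the third were among those higher (values before centring). Oxidative phosphorylation genes had centred medians of 1.04, 0.97 and 0.99, and glycolysis genes -0.81, -0.83 and -0.82, with T0 arrays 4 and 5 included (set adjusted p with an estimated correlation 0.539 and 0.402 in the first window).

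In the 30 minute course 1716 genes were called between 5 to 8 h and T0 with the arrays of each side taken as 1 group, and 1 of 100 splits, the real one, reached that (highest other 958). Between 19 to 35 min and 2 to 18 min of the 1 minute course, taken likewise, 19 were called, and 1 of 100 splits reached that (highest other 0). Neighbouring times of a series deviated together in both courses, while the splits take arrays as exchangeable. These splits therefore do not exclude a drift with time. Over the 3 strains at 2 min 212 genes were called, and 2 of 27 choices of the treated array, the labelled one included, gave at least as many (highest other split 249), so chance cannot be excluded there.

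Some arrays match arrays of another set. The S288c arrays at 2 and 30 min are identical to arrays of the 1 minute course, the S288c T0 arrays have 99.6% of values equal to T0 arrays 4 and 5 of the 10 second course, 6 T0 arrays of the 30 minute course match those of the 1 minute course one to one (correlation 0.977 to 0.981), and both arrays of replicate 2 at 2 min of the trypsin set match upshift arrays at 30 min.

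The median log2 fold of cytosolic ribosomal protein genes was 4.21 with proteinase K against buffer in the lysate set, and -1.63 with proteinase K against the modified Gentra method in the isolation set, from 2 arrays against 2 in each. In the lysate set buffer array 2 had these genes 0.39 above the treated arrays, each from its array median, so their difference from other genes there rests on buffer array 1.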
